# Visual Comparative Omics of Fungi for Plant Biomass Deconstruction

**DOI:** 10.3389/fmicb.2016.01335

**Published:** 2016-08-24

**Authors:** Shingo Miyauchi, David Navarro, Igor V. Grigoriev, Anna Lipzen, Robert Riley, Didier Chevret, Sacha Grisel, Jean-Guy Berrin, Bernard Henrissat, Marie-Noëlle Rosso

**Keywords:** self-organizing maps, data visualization, multi-omics integration, LPMOs, lignocellulosic biomass, biorefinery, CAZymes

## Abstract

Wood-decay fungi contain the cellular mechanisms to decompose such plant cell wall components as cellulose, hemicellulose, and lignin. A multi-omics approach to the comparative analysis of wood-decay fungi gives not only new insights into their strategies for decomposing recalcitrant plant biomass, but also an understanding of how to exploit these mechanisms for biotechnological applications. We have developed an analytical workflow, Applied Biomass Conversion Design for Efficient Fungal Green Technology (ABCDEFGT), to simplify the analysis and interpretation of transcriptomic and secretomic data. ABCDEFGT utilizes self-organizing maps for grouping genes with similar transcription patterns, and an overlay with secreted proteins. The key feature of ABCDEFGT is simple graphic outputs of genome-wide transcriptomic and secretomic topographies, which enables visual inspection without *a priori* of the omics data and facilitates discoveries of co-regulated genes and proteins. Genome-wide omics landscapes were built with the newly sequenced fungal species *Pycnoporus coccineus*, *Pycnoporus sanguineus*, and *Pycnoporus cinnabarinus* grown on various carbon sources. Integration of the post-genomic data revealed a global overlap, confirming the pertinence of the genome-wide approach. ABCDEFGT was evaluated by comparison with the latest clustering method for ease of output interpretation, and ABCDEFGT gave a better biological representation of fungal behaviors. The genome-wide multi-omics strategy allowed us to determine the potential synergy of particular enzymes decomposing cellulose, hemicellulose, and lignin such as Lytic Polysaccharide Monooxygenases, modular enzymes associated with a cellulose binding module1, and Class II Peroxidase isoforms co-regulated with oxido-reductases. Overall, ABCDEFGT was capable of visualizing genome-wide transcriptional and secretomic profiles for intuitive interpretations and is suitable for exploration of newly-sequenced organisms.

## Introduction

The wealth of genomic and transcriptomic information from filamentous fungi has revealed an unexpected striking diversity of lignocellulosic enzymes encoded in their genomes (Floudas et al., 2015). The regulation of genes coding for cellulases and hemicellulases in response to isolated plant polysaccharides has been extensively studied in a few model fungi (Amore et al., 2013). However, further studies are necessary in order to understand the fine-tuned enzymatic deconstruction of complex natural biomasses made of diverse chemical composition.

Saprotrophic white-rot fungi are wood decayers able to break down major plant cell wall polymers such as cellulose, hemicelluloses, and lignin to retrieve the carbon necessary to their growth (Blanchette, 1991; Riley et al., 2014). Such abilities are related to the secretion of a wide range of enzymes that may be exploited to improve the degradation of complex plant biomass for carbon recycling and biofuel production (e.g., Couturier et al., 2012). The genus *Pycnoporus* is known for the efficient degradation of lignin, and the use of the fungi for biotechnological applications has been reviewed (Eggert et al., 1997; Gupta et al., 2011; Lomascolo et al., 2011).

Enzymes active on plant biomass polymers including glycoside hydrolases (GH), carbohydrate esterases (CE), polysaccharide lyases (PL), and auxiliary activity enzymes (AA) are classified in sequence-based families in the Carbohydrate Active Enzyme database (CAZy^1^, Levasseur et al., 2013; Lombard et al., 2014).

The volume of next-generation sequencing (NGS) data has been increasing rapidly. For example, there are several hundreds of fungal genomes publically available from MycoCosm (Grigoriev et al., 2014). These data have been used to study the portfolio of genes coding for enzymes involved in wood decay and to analyze the evolution of these gene repertoires associated with various life styles and environments (Floudas et al., 2012, 2015; Riley et al., 2014). Beyond gene repertoires, fungal transcriptomic studies may provide information on the genes actively expressed in specific conditions, enabling better understandings of the molecular mechanisms of wood decay (Hori et al., 2014).

Next-generation sequencing is particularly useful to capture a quantitative genome-wide picture of the transcribed genes. However, typical statistical analysis of NGS data produces complex outputs that are often difficult to interpret from a biological point of view. Also, extracting biological knowledge from the ocean of data is a challenge. Thus, the development of customized tools is desirable for data mining. The ideal tools would be able to simplify the complexity of input data, facilitate comparisons of biological responses from various conditions, and produce user-friendly visual outputs for intuitive interpretations.

Analysis of grouped genes from multiple conditions is useful as similar expression profiles may be indicative of co-functionality of genes (Si et al., 2014). However, finding an appropriate clustering tool for RNA-seq data is not easy despite there are various NGS analytical tools available (Yang and Kim, 2015).

Weighted gene co-expression network analysis (WGCNA) is a method that constructs correlation networks of genes. However, a large number of samples per condition are required to produce reliable results for multiple comparisons (Langfelder and Horvath, 2008). This requirement is not satisfied for the typical RNA-seq setup where three biological replicates are used per condition.

K-means clustering has been applied for the microarray-based fungal gene expression analysis (MacQueen, 1967). Although it is an established statistical algorithm, it has a particular limitation for clustering. The algorithm separates given input data into k partitions where k is an input parameter that is difficult to determine when external constraints of the input data are unknown (Tan et al., 2014). Algorithms used for microarray analysis are not applicable to RNA-seq data due to the different nature of output data. For this reason, a Poisson and negative binomial modeled method MBCluster.Seq has been developed (Si et al., 2014).

Self-organizing map (SOM) is an unsupervised data-driven machine learning algorithm. This algorithm constructs a neural network with given input data. The method is used to simplify high-dimensional data because it reduces the number of features by grouping similar items and forming clusters (Kohonen, 1982). This makes it suitable for complex large data such as RNA-seq data. Conveniently, the SOM algorithm has a unique feature of making two-dimensional maps in contrast to the conventional clustering methods creating dendrograms (Lloyd, 1982; Langfelder et al., 2008; Si et al., 2014).

Since the nature of SOM is data-driven, it is possible to generate neural networks of genes and identify condition-specific responses in transcriptomes of newly sequenced organisms with limited gene annotations. The flexible graphics of SOMs can be exploited to visualize genome-wide transcriptomic data. SOM has been used in NGS based epigenetic and transcriptomic studies (Steiner et al., 2012; Kim et al., 2013). The practical applications for large-scale omics data using SOM have been reviewed (Binder and Wirth, 2015).

The comparative analysis of fungal multi-omics data gives new insights into the dynamics of the enzymes produced by the fungi during decomposition of complex plant materials (Hori et al., 2014). The selection of secreted fungal enzymes could therefore be significant for biotechnological applications. In particular, co-regulated genes coding for enzymes simultaneously produced by the fungi could inspire the design of new enzyme cocktails for efficient plant biomass deconstruction. Additionally, comparative analyses without *a priori* assumptions may lead to identification of as-yet-unknown co-regulated genes and proteins potentially involved in lignocellulose deconstruction. For these reasons, we created an integrated-omics tool to investigate the mechanisms of plant biomass conversions in newly sequenced fungi.

The workflow, Applied Biomass Conversion Design for Efficient Fungal Green Technology, (ABCDEFGT), was designed to perform omics data mining for co-regulated genes and corresponding secreted proteins which are potentially involved in the degradation of complex plant materials. Our workflow emphasizes on visualization of the data for intuitive data mining of genes/proteins of interest. The workflow was demonstrated with three newly sequenced fungal species *Pycnoporus coccineus* (Couturier et al., 2015), *Pycnoporus sanguineus* (Miyauchi et al., in preparation), and *Pycnoporus cinnabarinus* (Levasseur et al., 2014). We performed information mining of the fungal omics data from both transcriptomic and secretomic point of view. Our approach was evaluated by examining the concordance of the resultant gene/protein clusters in terms of biological relevance. Also, our method was compared to the model-based clustering (i.e., MBCluster.Seq; Si et al., 2014). To the best of our knowledge, this is the first study in which the genome-wide transcriptome and secretome of fungi were systematically clustered to generate layers of omics topographies for biological extrapolations.

## Results

Three fungal strains, *Pycnoporus coccineus* CIRM-BRFM 310 (Pycco 310), *Pycnoporus cinnabarinus* CIRM-BRFM 137 (Pycci 137), and *Pycnoporus sanguineus* CIRM-BRFM 1264 (Pycsa 1264) were grown on each of the five carbon sources selected. Two carbon sources were used as control conditions; maltose, which is easily assimilated by fungi and Avicel, which was used as a cellulose model substrate. 

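RNA of Pycco 310 was sequenced from 3 independent cultures on day 3 for each carbon source (n = 3 libraries per group). The deposited data hold 18 libraries. Of these, 15 come from maltose, Avicel, aspen, pine and wheat straw, and 3 from a xylan-galactomannan medium that the text of the paper does not discuss. The sample labels give 20 g/l of maltose for the maltose cultures. For the other media they give 15 g/l of substrate together with 2.5 g/l of maltose, whereas the paper's methods name each substrate as the sole carbon source. The authors deposited raw counts per gene model, from paired-end reads that they had aligned with TopHat 2 and counted with HTSeq. Between 26370228 and 42190522 counts per library fell on 12690 gene models. The median per group was 32853022 on maltose, 34410834 on Avicel, 33765684 on aspen, 35009522 on pine and 39625182 on wheat straw. The gene model identifiers are the protein IDs of the paper, and 12680 of them end a locus tag of the public annotation of the Pycco1 assembly. That annotation places its genes on no named chromosome and gives no symbol beyond the locus tag, so CAZy families are quoted from Supplementary Data S2 and Supplementary Table S2 and no coordinates are given. Differential transcription was tested on the raw counts of the 15 libraries in one edgeR fit, with TMM normalization, a filter on low counts that left 11112 gene models, a quasi-likelihood F test and Benjamini-Hochberg adjustment. A gene was called up- or down-regulated with an adjusted p under 0.05 and a log2 fold change beyond 1. The paper's methods name both an FDR and a Bonferroni correction for the adjusted p; Bonferroni adjustment is given here as an alternative. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Transcription levels are the mean over 3 libraries of the log2 of the count divided by its DESeq size factor, with 1 added. Across genes, log2 counts of replicates correlated with Pearson's r between 0.954 and 0.991 (genes are not independent replicates).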

Ground wheat straw, pine wood, and aspen wood were used as models for gramineae biomass, softwood biomass, and hardwood biomass, respectively (**Figure 1**).

**FIGURE 1:**
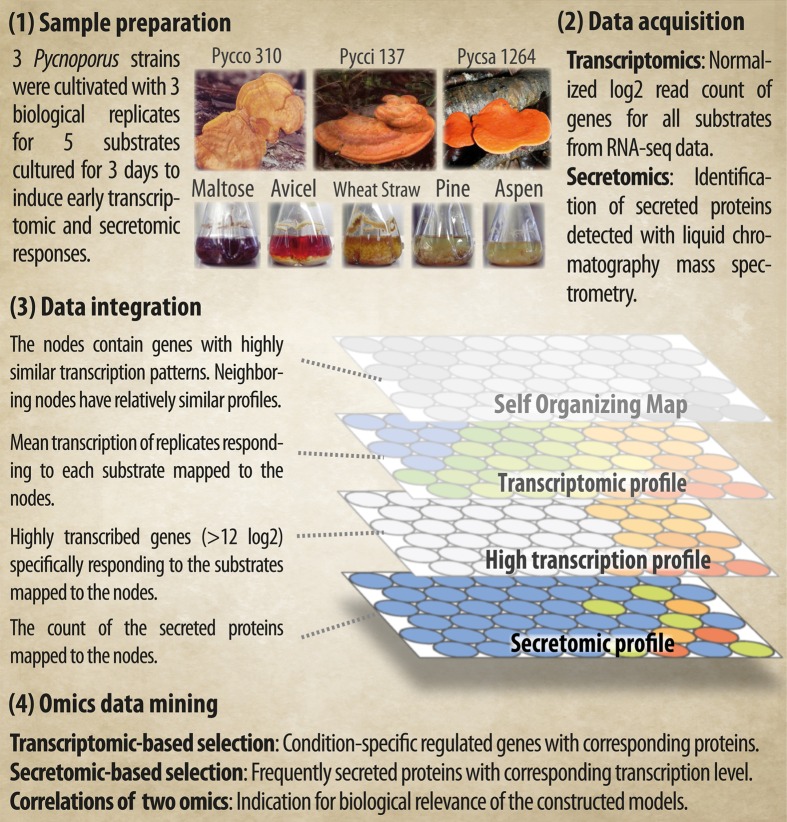
**Overview of the experimental design and the integration of the transcriptomic and secretomic data using the Applied Biomass Conversion Design for Efficient Fungal Green Technology (ABCDEFGT) workflow**.

A visualization workflow for omics integration was developed for the datasets to identify fungal genes and proteins involved in lignocellulose deconstruction. The integrated omics model consists of; (1) genes with similar transcription patterns being clustered into nodes; (2) the calculation of the node-wise mean of the normalized transcript read counts, which reflects the transcription level in response to each condition; (3) the selection of condition-specific highly transcribed gene clusters; and (4) the count of secreted proteins detected from the culture medium (**Figure 1**). All topographies are comparable as the positions of the nodes are fixed in the maps, enabling the simultaneous visual inspection of complementary biological information (**Figure 1**).

### The Integrated Omics Model of *Pycnoporus coccineus* CIRM-BRFM 310

We produced models for Pycco 310 (**Figure 2**) and two other strains (**Supplementary Figures S1** and **S2**). The mid-level transcribed nodes in orange, yellow, and light green (12–14 log2 mean transcription) included the genes up-regulated on pine, aspen, or wheat straw (**Figure 2**). Similarly regulated genes were highlighted in circles in order to visually separate the gene groups (**Figure 3C**). This approach was found to be effective because gene clusters with similar transcriptomic patterns had neighboring locations in the topography. This is due to the hexagram format of SOM, which produced six related gene clusters in proximity, and enabled us to neatly visualize the transcriptomic patterns of the genes in response to the different types of substrates.

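A map of 320 hexagonal units was rebuilt here from the log2 read counts of the 5 carbon sources, because the node of each gene is listed only for the selected nodes. It holds the 11202 gene models with at least 90 counts summed over the 18 libraries. On aspen, 41 rebuilt nodes had a mean of 12 to 14 log2, and 34.2% of their genes were up-regulated there in comparison to maltose. The share among all genes of the map was 19.3%. On pine, 35 nodes lay in this range, with 40.3% of their genes up-regulated against 21.9% of all genes. On wheat straw it was 33 nodes, with 24.4% against 17.2%. Nodes chosen for a high level on a substrate favour genes that rise there, and all genes of the map include weakly transcribed ones. Part of each excess is therefore built in. Counted gene by gene, 418 up-regulated genes on aspen, 496 on pine and 307 on wheat straw had a mean from 12 to 14 log2. The larger part lay below 12 log2, with 1600 genes on aspen, 1682 on pine and 1531 on wheat straw.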

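On the rebuilt map, 889 pairs of nodes were adjacent. The median Euclidean distance between their profiles over the carbon sources was 1.80 log2, against 7.02 log2 for the 50151 other pairs. Map distance and profile distance correlated across pairs of nodes with Spearman's rho of 0.747. Pairs of nodes share nodes and are not independent, so no p is given.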

**FIGURE 2:**
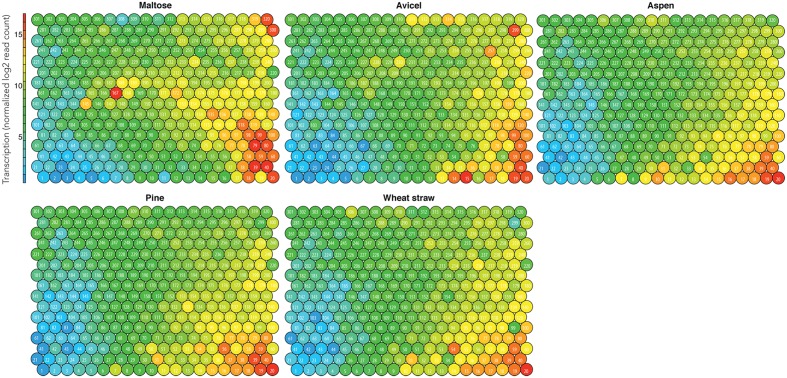
**Integrated omics model of Pycco 310.** Mean transcription of biological replicates for the individual substrates. The node identification is labeled (i.e., 1–320).

**FIGURE 3:**
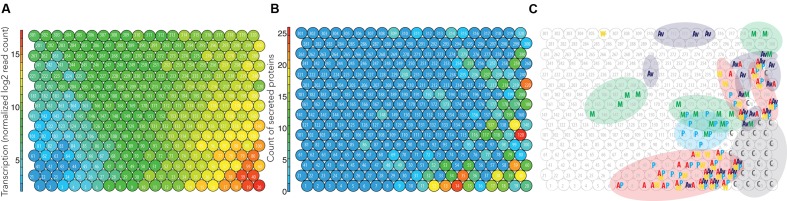
**Integrated omics model of Pycco 310.** The node identification is labeled (i.e., 1–320). **(A)** Global mean transcription levels per node combined from the five cultivation conditions. **(B)** The count of the total proteins secreted per node indicates secretion hotspots. **(C)** Groups of highly transcribed genes (>12 log2 read count) were labeled and highlighted in circle. C, Common to all substrates; M, Maltose; Av, Avicel; W, Wheat straw; P, Pine; A, Aspen.

The nodes in red (>15 log2 mean transcription) at the right bottom corner were the genes most highly transcribed (**Figure 3A**). Because these nodes were highly transcribed under all growth conditions including the control condition, maltose (**Figure 3C**), we considered these nodes as essential for housekeeping processes. 

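Individually, 99 genes had a mean above 15 log2 over the 5 carbon sources. Of these, 98 were above 12 log2 on every carbon source and 69 were above 15 log2 on maltose, where their median was 15.8 log2. The lowest mean of any of them on one carbon source was 11.7 log2. Under the limits used for up- and down-regulation, 77 of the 99 genes differed from maltose on at least 1 of Avicel, aspen, pine and wheat straw. The corresponding share of all genes tested was 60.7%. From the high transcription of these nodes under every growth condition, maltose included, the paper reasons that they serve housekeeping processes.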

Since these particular nodes were not specific for degradation of the testing substrates (i.e., aspen, pine, wheat straw), this aspect was not investigated further.

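Of the 11202 genes on the map, 4560 had a mean above 10 log2 in the counts. In the paper's node table (Supplementary Data S1), 126 of 320 nodes have a mean above 10 log2 and hold 565 of the 643 detections of secreted proteins. A protein counts there once for each carbon source on which it was detected: for nodes 120, 14, 35 and 220, the 26, 24, 23 and 23 detections of the table are the marks of 6, 7, 7 and 8 genes in Supplementary Table S2. The nodes above 10 log2 had 4.48 detections per node, against 0.402 in the other nodes. The difference of 4.08 detections per node had p = 1e-05 (two-sided permutation test over nodes, the smallest p that 100000 resamples can give). No secreted protein is listed for 226 nodes.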

Globally, the areas of nodes with above 10 log2 read count (right side of **Figure 3A**) coincide with nodes with higher counts of secreted proteins (right side of **Figure 3B**). This trend was observed also for the other two strains Pycci 137 and Pycsa 1264 (**Supplementary Figures S1** and **S2**). The correlation coefficients of transcriptomic and secretomic profiles for the three strains were approximately 0.55 (*p* < 0.001; **Supplementary Table S1**; **Supplementary Data S1**). The moderate correlation might be explained by; (1) the nodes with around 12 log2 mean transcription mainly contain the high number of proteins (**Figures 3A,B**); (2) the most highly transcribed nodes (>15 log2 mean transcription) contain genes that are considered for housekeeping and information on such intracellular proteins is absent in the secretomic data; (3) the omics data used were fungal early responses to the substrates on the third day of cultivation. The corresponding proteins from the highly expressed genes might not have been sufficiently accumulated in the culture medium for detection at the time point.

### Selection of Genes Regulated in Substrate-Specific Manners

Our strategy was to overlay complementary information from genome-wide transcriptomics and the secretomics of corresponding gene products. Our intention was to investigate the genes regulated in response to lignocellulosic substrates (wheat straw, pine, and aspen). Such genes were potentially involved in the deconstruction of the complex linkages such as hemicellulose and lignin intra- and inter-chain linkages. For this purpose, we filtered the genes that were both specifically highly transcribed and differentially expressed on lignocellulosic substrates as compared to the two simple carbon sources, maltose, and cellulose.

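With the same limit of 12 log2 applied to the rebuilt map, 16 nodes were above it on aspen, 17 on pine and 10 on wheat straw while lying at or below it on maltose and Avicel. The genes of these nodes that were up-regulated in comparison to maltose numbered 242 for aspen, 334 for pine and 149 for wheat straw. Of these, 84, 164 and 63 are among the genes of Supplementary Data S2 for aspen, pine and wheat straw. The alternative that moved the number of nodes most was 32000 presentations of single genes in place of 100 presentations of all genes. It left 8 nodes for aspen and 5 for wheat straw. The paper's methods set the iterations at 100 times the map units, which is 32000. They do not say whether single genes or all genes are meant, so the main map does not follow that setting. The wheat straw genes numbered 80 with the linear start or seed 3 and 93 without pine replicate 1, and the aspen genes 157 with TMM log2 CPM.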

In the case of Pycco 310, we identified nodes that contained genes highly transcribed on wheat straw, pine, or aspen (>12 log2) but not on maltose or cellulose. 

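Supplementary Data S2 lists 121 genes for aspen, 224 for pine and 105 for wheat straw. In edgeR, each of them was up-regulated on its substrate in comparison to maltose. The same limits set against Avicel left 92 genes for aspen, 190 for pine and 77 for wheat straw. On Avicel itself, 66 of the aspen list, 57 of the pine list and 53 of the wheat straw list were up-regulated in comparison to maltose. A mean above 12 log2 on the substrate itself was found for 94, 193 and 80 genes of the lists for aspen, pine and wheat straw. These lists were selected by the paper on the same libraries, so their counts are not independent evidence. The alternative that moved these counts most was Bonferroni in place of Benjamini-Hochberg adjustment, which left 59 aspen and 49 wheat straw genes above Avicel.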

The genes that were significantly up-regulated on complex plant substrates (log2 fold change > 1; adjusted *p* < 0.05), in comparison to maltose, were further selected from the nodes (**Table 1**).

**Table 1:** Pycco 310 genes up-regulated on complex plant substrates.

Substrate	Nodes	Genes	Secreted/predicted	CAZymes	Unknown
Aspen	15	121	22/49 (45%)	23	16
Pine	21	224	24/58 (41%)	20	18
Wheat straw	16	105	16/34 (67%)	14	10

***Nodes:** The number of substrate-specific nodes containing genes highly transcribed only on the plant substrates. **Genes**: The number of genes highly transcribed and differentially regulated in the substrate-specific nodes. **Secreted/predicted**: The number of secreted proteins detected in the culture medium at least in one growth condition/the number of proteins with predicted signal peptides (as determined by SignalP). **CAZymes** (carbohydrate active enzymes): The number of predicted proteins similar to carbohydrate active enzymes. **Unknown**: The number of proteins with predicted secretion and no predicted function.*

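In the nodes that Supplementary Data S2 marks as common to the plant substrates (12, 16, 31, 55, 76, 219 and 239), 108 genes are listed. Of these, 75 were up-regulated on all 3 plant substrates in comparison to maltose. The lists also mark genes as unique to one substrate, 29 for aspen, 93 for pine and 22 for wheat straw. The mark rests on the node's mean level against the limit of 12 log2, not on a test between plant substrates. The tests given next therefore ask a stricter question. Tested directly between plant substrates in edgeR, 11 of the aspen genes, 27 of the pine genes and 9 of the wheat straw genes were higher on their own substrate than on both others. A further 7, 32 and 12 genes were higher than on one of the others. The remaining 11 aspen and 34 pine genes, and gene 476007 on wheat straw, were higher than on neither. In comparison to maltose, 20 of the aspen genes, 28 of the pine genes and 10 of the wheat straw genes were up-regulated on both other plant substrates too. The 9 wheat straw genes became 5 without aspen replicate 1, 4 without wheat straw replicate 2 and 5 without wheat straw replicate 3.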

We identified seven nodes commonly selected from the transcriptomic data generated from wheat straw, pine, and aspen culture conditions (the full list is in **Supplementary Data S2**). Of these, particularly noteworthy nodes were 12, 16, 31, and 239.

Some nodes contained genes coding for predicted CAZymes active on hemicellulose and CAZymes active on pectin. There were two CAZymes potentially active on hemicellulose (GH12; protein ID 1358049 and GH43; 1435501) and one active on pectin (GH28; 688728) in node 12 (**Supplementary Data S2**). The presence of these three CAZymes within a single node suggests that the fungus simultaneously produces these enzymes to cleave hemicellulose and pectin polymers of the plant biomass. 

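In comparison to maltose, 1358049 (GH12) rose by 5.80 log2 on aspen, 6.85 on pine and 5.78 on wheat straw. For 1435501 (GH43) the log2 fold changes on aspen, pine and wheat straw were 6.76, 8.23 and 6.63, and for 688728 (GH28) 4.84, 6.17 and 6.16. Standard errors of these 9 values ranged from 0.59 to 1.14 and adjusted p from 4.4e-07 to 9.1e-05. In each comparison, the 3 libraries on the plant substrate lay above the 3 on maltose. On Avicel, 1358049 rose by 3.84 (standard error 0.61, adjusted p = 8.17e-05) and 1435501 by 3.47 (standard error 0.95, adjusted p = 0.00644), while 688728 was not called with 1.24 (standard error 0.53, adjusted p = 0.0623). The 3 genes were higher than on Avicel on every plant substrate, by 1.95 to 4.93 log2. On aspen their levels were 11.15 ± 0.51, 12.67 ± 0.10 and 11.99 ± 0.08 log2 (SD, n = 3). The alternative that moved the fold changes most was DESeq2 with its fold change prior, under which 1435501 on pine had 6.19. With Bonferroni adjustment, 1435501 was no longer called on aspen or wheat straw. In 6 rebuilt maps from different starts, the 3 genes lay a median of 1.73 units apart, and in 1 of the maps each pair shared a unit or sat in adjacent units.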

A similar co-regulation pattern was observed in node 52 where genes were highly transcribed and up-regulated on aspen including a xylanase gene (GH10; 1435885) and pectin-active enzymes such as CE8 (1438246) and GH28 (1377553; 1446047).

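On aspen in comparison to maltose, 1435885 (GH10) had a log2 fold change of 6.36 (standard error 0.90, adjusted p = 2.19e-05), 1438246 (CE8) 4.67 (standard error 0.37, adjusted p = 5.88e-08), 1377553 (GH28) 4.49 (standard error 0.48, adjusted p = 1.17e-06) and 1446047 (GH28) 4.05 (standard error 0.27, adjusted p = 1.08e-08). All 4 genes were also up-regulated on pine, by 3.35 to 5.97 log2, on wheat straw, by 3.21 to 5.32 log2, and on Avicel, by 1.90 to 3.91 log2. Bonferroni adjustment removed the calls of 1435885 on pine and on wheat straw. Compared with Avicel, aspen was higher past the limits for each of them except 1438246, whose log2 difference was 0.97 (standard error 0.32, adjusted p = 0.0213). Between plant substrates, 1377553 was higher on aspen than on wheat straw by 1.28 (standard error 0.42, adjusted p = 0.04). The other genes showed no difference between aspen and pine or wheat straw past the limits. Their median distance on the rebuilt maps was 1.37 units, and each pair shared a unit or sat in adjacent units in 1 map.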

Auxiliary activity 2 peroxidases are involved in lignin breakdown and often work in concert with other oxidoreductases such as glucose–methanol–choline (GMC) oxidoreductases (CAZy family AA3; Hernández-Ortega et al., 2012). 

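In node 31, the AA2 gene 1468611 rose in comparison to maltose by 10.27 log2 on aspen, 9.62 on pine and 8.79 on wheat straw, and the AA2 gene 1436321 by 6.98, 7.27 and 7.59. In node 16, the AA3_3 gene 1368318 rose by 8.83, 8.03 and 7.77 on these substrates. The standard errors were 0.63 to 0.71 and the adjusted p 8.31e-09 to 5.55e-07, and each plant library lay above each maltose library. On Avicel, neither AA2 gene was called, with log2 fold changes of 0.30 (standard error 0.50, adjusted p = 0.651) for 1468611 and 0.29 (standard error 0.57, adjusted p = 0.701) for 1436321. The AA3_3 gene did rise on Avicel, by 5.49 (standard error 0.59, adjusted p = 1.85e-06), and was higher again on each plant substrate by 2.28 to 3.35 log2. The AA2 gene 1468611 was higher on aspen than on wheat straw by 1.48 (standard error 0.45, adjusted p = 0.0311); the other differences among plant substrates in these genes were not past the limits. Both AA2 genes lay in one or adjacent units in 6 of 6 rebuilt maps.

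**Figure D1:**
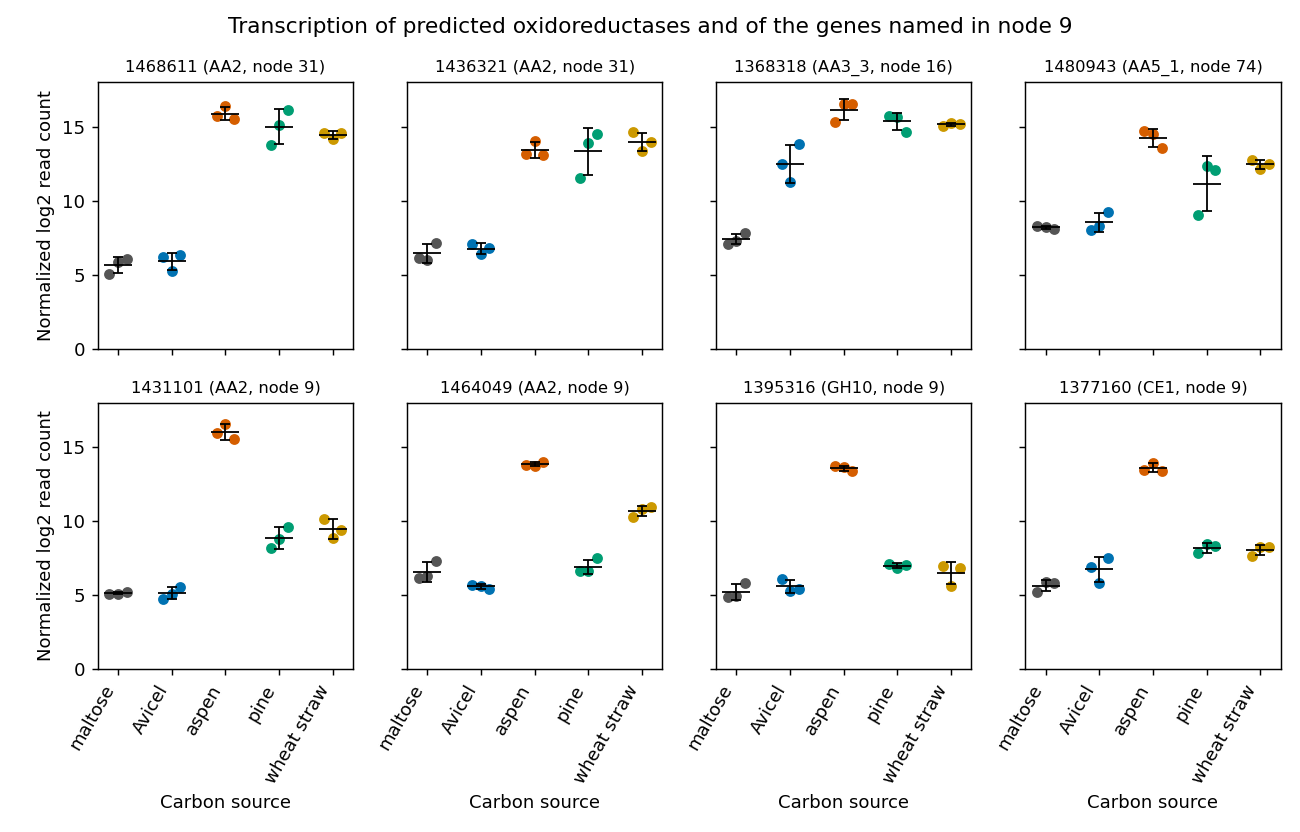
Normalized log2 read count (vertical axis) of 8 genes on 5 carbon sources (horizontal axis). Dots are the 3 libraries of each group, and the bars are the mean and SD. The AA2 genes of node 31 sit at 5.89 ± 0.60 and 6.76 ± 0.35 log2 on Avicel and at 15.89 ± 0.47 and 13.42 ± 0.55 log2 on aspen.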

Two AA2 peroxidases (1468611; 1436321) in node 31 and the AA3 (1368318) in node 16 could have been involved in lignin breakdown since they all show up-regulation on the three substrates. Cooperative activity has also been shown between AA2 peroxidases and AA5_1 glyoxal oxidases (Kersten and Cullen, 2014). One predicted AA5_1 glyoxal oxidase (1480943, node 74) had its gene regulated on wheat straw and aspen, suggesting that it could have synergistic activity with the above-mentioned AA2 peroxidases. In addition, a coordinated breakdown for lignin and hemicellulose might have occurred in our cultures with the presence of two AA2 genes (1431101; 1464049), a GH10 xylanase (1395316) and CE1 acetylxylan esterase (1377160) found together in a node (node 9).

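The gene 1480943 had a log2 fold change of 6.15 (standard error 0.68, adjusted p = 1.78e-06) on aspen and 4.33 (standard error 0.63, adjusted p = 3.07e-05) on wheat straw in comparison to maltose. On pine it was 3.54 (standard error 0.61, adjusted p = 0.00011), also past the limits, with 3 of 3 pine libraries above every maltose library; Bonferroni adjustment removed this call. Avicel gave 0.47 (standard error 0.56, adjusted p = 0.513). Tested directly, pine was lower than aspen, with a log2 difference of -2.61 (standard error 0.58, adjusted p = 0.0036), and aspen was higher than wheat straw by 1.82 (standard error 0.56, adjusted p = 0.032). Pine and wheat straw did not differ past the limits, at -0.80 (standard error 0.55, adjusted p = 0.259). The level was 8.18 ± 0.11 log2 on maltose, 14.25 ± 0.62 on aspen, 11.16 ± 1.85 on pine and 12.47 ± 0.30 on wheat straw (SD, n = 3).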

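On aspen in comparison to maltose, the AA2 gene 1431101 rose by 11.00 (standard error 0.57, adjusted p = 1.46e-09), the AA2 gene 1464049 by 7.20 (standard error 0.37, adjusted p = 1.46e-09), the GH10 gene 1395316 by 8.34 (standard error 0.40, adjusted p = 1.16e-09) and the CE1 gene 1377160 by 8.00 (standard error 0.44, adjusted p = 2.07e-09) on the log2 scale. On pine, 1464049 was not called, at 0.30 (standard error 0.31, adjusted p = 0.423), and the other 3 genes rose by 1.74 to 3.89 log2. On wheat straw the 4 genes rose by 1.34 to 4.49 log2. The calls of 1395316 on pine and wheat straw were lost with Bonferroni adjustment, and its 3 wheat straw libraries overlapped the maltose libraries. Pine was lower than aspen for each of these genes, with log2 differences of -7.11 to -5.43 (adjusted p 1.39e-08 to 1.99e-07). Aspen was higher than wheat straw by 3.14 to 7.00 log2 (adjusted p 3.27e-08 to 4.94e-06). The 4 genes fell in a single unit in all 6 rebuilt maps, at a median and largest distance of 0. From the presence of these genes in one node, the paper proposes a coordinated breakdown of lignin and hemicellulose.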

The genes coding for non-secreted proteins were enriched in node 239; this trend was seen across the three complex substrates. 

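Supplementary Data S2 assigns 43 genes to node 239, of which 37 (86.0%) have no predicted signal peptide. Among its other 246 genes, 173 (70.3%) have none. Fisher's exact test gave p = 0.0403 (two-sided); this test was chosen after the values had been seen. In the counts, 41 genes of node 239 were up-regulated on aspen, 42 on pine and 38 on wheat straw in comparison to maltose, and 35 on all of these. The median level of its genes was 12.2 log2 on aspen, 12.5 on pine, 12.1 on wheat straw and 10.6 on maltose.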

Non-secreted proteins specifically up-regulated on pine were found in nodes 94, 113, 114, 133, and 197. These genes may be expressed intracellularly for metabolic adaptation of the fungus to the plant biomass. For example, the genes (protein ID : 1436381; 1439874; 1521754) encoding predicted cytochrome P450s in nodes 94, 113, and 239 may have a role in detoxifying toxic compounds resulting from the decomposition of pine (**Supplementary Data S2**).

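Together, nodes 94, 113, 114, 133 and 197 hold 73 genes of Supplementary Data S2, 65 of them without a predicted signal peptide. In comparison to maltose, every one of the 73 genes was up-regulated on pine, 40 on aspen and 17 on wheat straw. The wheat straw count depended on single libraries, with 12 without wheat straw replicate 1 and 26 without wheat straw replicate 2. In direct comparisons between plant substrates, pine was higher than aspen for 23 genes, higher than wheat straw for 39 and higher than both for 18.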

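The cytochrome P450 gene 1436381 (node 94) had log2 fold changes in comparison to maltose of 1.70 (standard error 0.19, adjusted p = 1.3e-06) on pine, 1.35 on aspen and 1.88 on wheat straw, and was called on each. Its pine level did not differ past the limits from aspen, at 0.35 (standard error 0.18, adjusted p = 0.148), or from wheat straw, at -0.18 (standard error 0.18, adjusted p = 0.45). For 1439874 (node 113), pine gave 2.08 (standard error 0.39, adjusted p = 0.000227), while aspen, at 0.43 (standard error 0.37, adjusted p = 0.338), and wheat straw, at 0.69 (standard error 0.37, adjusted p = 0.138), were not called. Pine was higher for this gene than aspen by 1.64 (standard error 0.38, adjusted p = 0.00456) and higher than wheat straw by 1.39 (standard error 0.38, adjusted p = 0.00816). The call against wheat straw was lost without pine replicate 3, and both calls were lost with Bonferroni adjustment. For 1521754 (node 239), the values were 1.80 (standard error 0.33, adjusted p = 0.000227) on pine, 1.16 on aspen and 1.48 on wheat straw. Neither difference of 1521754 between pine and another plant substrate was past the limits, with 0.64 (standard error 0.32, adjusted p = 0.141) against aspen and 0.32 (standard error 0.32, adjusted p = 0.456) against wheat straw. With Bonferroni adjustment, the pine call of 1439874 and all 3 calls of 1521754 were lost.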

Additionally, we identified genes coding for predicted secreted proteins with unknown functions. Some of these genes are co-regulated with CAZyme genes and could participate in the breakdown of the plant biomass such as protein ID 1363452 and 1364528 in node 12, 1438837, and 1425076 in node 16, and 1439153 in node 52. Such genes could be of interest for further functional studies.

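In comparison to maltose, 1363452 and 1364528 (node 12), 1438837 and 1425076 (node 16) and 1439153 (node 52) were up-regulated on all 3 plant substrates, with each plant library above each maltose library. Log2 fold changes ranged from 4.24 to 9.30 on aspen, from 4.73 to 8.23 on pine and from 3.78 to 9.33 on wheat straw, and adjusted p over the 15 comparisons from 9.37e-10 to 5.21e-06. The largest rises were those of 1438837, with 9.30 (standard error 0.82, adjusted p = 1.6e-07) on aspen and 9.33 (standard error 0.82, adjusted p = 1.72e-07) on wheat straw. On Avicel the genes rose less, by 1.92 to 4.76 log2, and every plant substrate was higher than Avicel past the limits. The smallest of these differences was that of 1364528 on wheat straw, 1.27 (standard error 0.46, adjusted p = 0.0364).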

In conclusion, the genes clustered based on similar transcription profiles. Differential transcription was observed from the growth on complex plant substrates in comparison to maltose and cellulose. 

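In comparison to maltose, 2170 genes were up-regulated and 1644 down-regulated on aspen, 2457 and 2011 on pine, and 1926 and 1431 on wheat straw. Avicel gave 1563 up-regulated and 1687 down-regulated genes. In comparison to Avicel, 1670 genes were up-regulated and 1146 down-regulated on aspen, 2556 and 2214 on pine, and 1473 and 972 on wheat straw. The genes up-regulated on all 3 plant substrates numbered 1282, and 431 of them were also higher on each plant substrate than on Avicel. Between plant substrates, 1043 genes were higher and 844 lower on pine than on aspen, 1289 higher and 1115 lower on pine than on wheat straw, and 723 higher and 459 lower on aspen than on wheat straw. Among genes with a mean normalized count of at least 100 and no overlap between the libraries, the largest rise on aspen was that of 448186, with a log2 fold change of 11.54 (standard error 0.88, adjusted p = 3.89e-08). It rests on 6 counts over the 3 maltose libraries against 18225 over the 3 aspen libraries, and 25 of its 601 bases are listed as mappable. The next largest rise there was 1468135 (11.50, adjusted p = 1.48e-08). The largest falls on aspen were 1466450 (-11.78, adjusted p = 3.92e-06) and 1466629 (-10.92, adjusted p = 1.16e-05). On pine, the largest rises were 1477222 (11.08, adjusted p = 3.29e-07) and 448186 (10.25, adjusted p = 1.02e-07), and the largest falls 1434227 (-7.08, adjusted p = 1.62e-05) and 1387527 (-7.08, adjusted p = 3.03e-05). On wheat straw, they were 1466495 (9.84, adjusted p = 8.34e-07) and 1447350 (9.44, adjusted p = 9.37e-10), and 1466629 (-11.30, adjusted p = 9.62e-06) and 1466450 (-11.10, adjusted p = 5.53e-06). On Avicel, they were 1424818 (8.81, adjusted p = 5.25e-06) and 1417214 (8.62, adjusted p = 7.22e-07), and 1466629 (-7.64, adjusted p = 0.000122) and 1396752 (-7.51, adjusted p = 7.79e-08). The standard errors of these log2 fold changes ranged from 0.46 to 1.46. Of these, the falls of 1387527 on pine and of 1466629 on Avicel were not called with Bonferroni adjustment. The sizes of both falls on pine depended on single libraries. With a library left out, they reached -9.93 for 1434227 and -16.34 for 1387527. The level of 1387527 was 7.68 log2 in pine replicate 1 and 0 in pine replicates 2 and 3. The alternative that moved the counts most was Bonferroni adjustment, which left 921 up-regulated genes on aspen. From its comparison with maltose and cellulose, the paper states that the selection gave enzymes with potential synergy on hemicellulose, pectin and lignin.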

The result gave enzymes potentially active in synergy on hemicellulose, pectin, and lignin polymers. Since enzymes active on plant biomass polymers are often members of multi-copy gene families, this strategy was particularly effective to identify the individual gene copies used by the fungus in our growth conditions. Finally, the integration of whole-transcriptome data enabled the identification of metabolic adaptations potentially related to plant substrate deconstruction, including detoxification mechanisms.

### Selection of Nodes Enriched in Secreted Proteins

We identified sets of co-regulated genes coding for abundantly secreted proteins that potentially act synergistically for the degradation of the substrates. We observed that the nodes containing genes highly transcribed on cellulose (Avicel) and highly transcribed on pine, aspen, or wheat straw tended to have the highest number of secreted proteins (**Figure 3B**). Also, the mean transcription of the genes in response to Avicel was mostly higher than any other substrates (**Table 2**; **Supplementary Table S2**). This observation is consistent with the study on saprotrophic fungi, in which cellulose is perceived as a signal for the transcription of a wide range of genes coding for enzymes active on cellulose and hemicellulose (Amore et al., 2013).

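Averaged over the genes that Supplementary Table S2 lists for each node, node 120 (9 genes) had 14.81 ± 0.36 log2 on Avicel, 13.52 ± 0.10 on aspen, 12.84 ± 0.28 on pine, 13.15 ± 0.44 on wheat straw and 11.97 ± 0.07 on maltose (SD, n = 3). Node 14 (9 genes) had 15.38 ± 0.12 on Avicel and 13.78 ± 0.45 on aspen. Node 220 (9 genes) had 13.52 ± 0.18 on Avicel and 11.95 ± 0.61 on aspen. In these 3 nodes, Avicel exceeded each plant substrate by 1.30 to 4.23 log2, and every comparison gave p = 0.1 (exact two-sided permutation test, the smallest p that 3 libraries against 3 allow; adjusted p = 0.109 over the 12 comparisons of this kind). Node 35 (14 genes) had 12.09 ± 0.50 on Avicel, 12.89 ± 0.03 on aspen, 12.32 ± 0.25 on pine and 12.83 ± 0.28 on wheat straw. Its differences of Avicel minus aspen, pine and wheat straw were -0.80, -0.24 and -0.74 log2, with exact permutation p of 0.1, 0.6 and 0.1. For node 14 on pine, at 12.67 log2, taking the log2 of the replicate mean gave 13.02, and leaving out 1 library gave 12.07 to 13.31. Gene by gene, 28 of the 41 genes had their highest mean on Avicel. The edgeR test called 41 of 41 up-regulated on Avicel in comparison to maltose. Past the same limits, Avicel was higher than aspen for 20 genes, higher than pine for 26 and higher than wheat straw for 26. Genes that were lower on Avicel than on a plant substrate past the limits were all in node 35; singled out after its values had been seen, 1370768, annotated as a lysophospholipase, was lower than on each plant substrate, with aspen above Avicel by 1.13 log2.

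**Figure D2:**
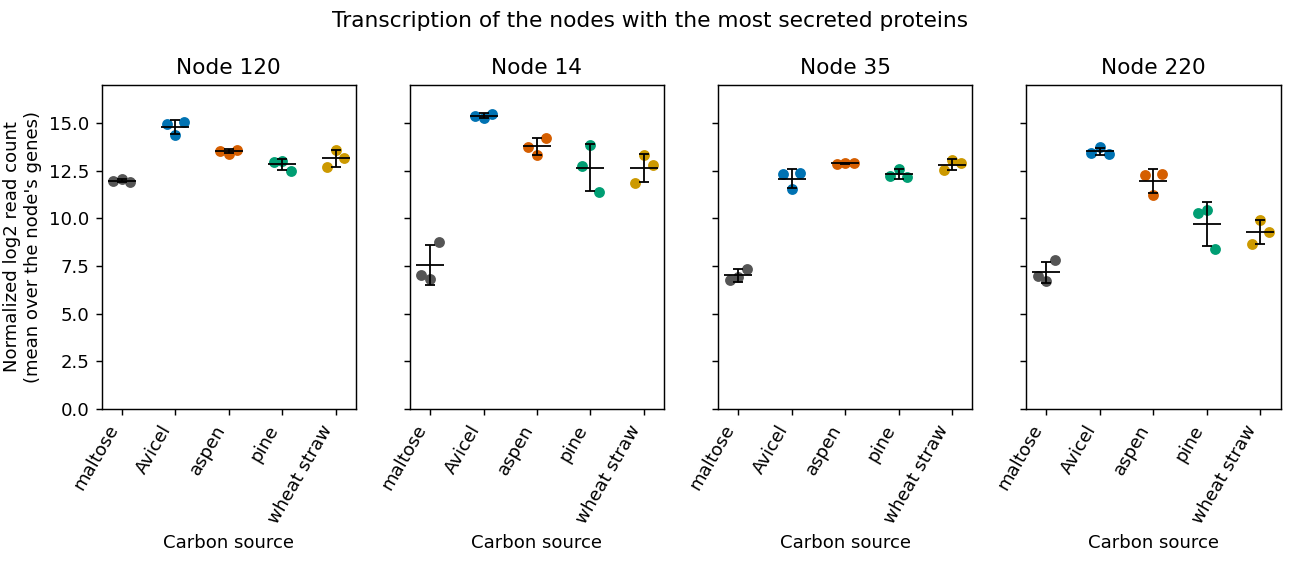
Mean normalized log2 read count over the genes of nodes 120, 14, 35 and 220 (vertical axis) on 5 carbon sources (horizontal axis). Dots are the 3 libraries, and bars are the mean and SD; node 14 rises from 7.54 ± 1.05 log2 on maltose to 15.38 ± 0.12 on Avicel.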

**Table 2:** Pycco 310 nodes most enriched in secreted proteins and their corresponding transcriptome profiles.

ID	Proteins	Mal	Avi	Asp	Pin	Whs	CAZyme
120	26	12	15	13	13	13	GH47, GH92, GH27, GH17, GH5_22, PL8_4
14	24	7	15	14	13	13	CBM1-GH6, CBM1-GH5_7, AA9-CBM1, GH7, AA8-AA3_1, GH115, AA9-CBM1, CBM1-CE16, GH131-CBM1
35	23	7	12	13	12	13	GH28, Lysophospholipase, GH3, GH45, Peptidase S10, Peptidase S53
220	23	7	13	12	10	9	GH7, CE16, GH12, CBM1-CE1, CBM1-GH3, CBM1-GH5_5, CBM1-CE15, CBM1

***ID:** Identification of the nodes from the integrated omics model **(Figure 3)**. **Proteins**: Total number of secreted proteins detected from the culture medium. **Mal/Avi/Asp/Pin/Whs**: Mean log2 read count of the genes per node in response to maltose, Avicel, aspen, pine, or wheat straw. **CAZyme**: Predicted functions of the secreted proteins based on CAZy and KOG annotations.*

Four nodes showing the highest number of proteins detected in the secretome were selected from the secretomic topography (**Figure 3B**). Interestingly, most of the genes from the selected nodes coded for CAZymes. In particular, CAZymes associated with a Carbohydrate Binding Module 1 (CBM1) were abundant in nodes 14 and 220. 

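The genes of nodes 14 and 220 with a CBM1 in their annotation are 1357326 (CBM1-GH6), 1359888 (CBM1-GH5_7), 1382161 and 1428145 (AA9-CBM1), 1439328 (CBM1-CE16) and 1467772 (GH131-CBM1) in node 14, and 1392142 (CBM1-CE1), 1404940 (CBM1-GH3), 1434718 (CBM1-GH5_5), 1470260 (CBM1-CE15) and 1472584 (CBM1) in node 220. On Avicel in comparison to maltose, their log2 fold changes ranged from 6.62 to 8.28 in node 14 and from 4.87 to 7.34 in node 220, with adjusted p from 1.73e-07 to 2.65e-05. The AA9-CBM1 gene 1382161 rose by 7.53 (standard error 0.65, adjusted p = 1.96e-07) on Avicel and 1428145 by 6.89 (standard error 0.61, adjusted p = 2.55e-07). In node 14, 5 of 9 genes were higher on Avicel than on aspen past the limits (1382161, 1389216, 1401955, 1428145 and 1467772), 7 higher than on pine and 8 higher than on wheat straw. In node 220 the numbers were 7, 9 and 9 of 9. With a library left out, calls were lost in node 14 for 1428145 against aspen without aspen replicate 1 or aspen replicate 2, 1467772 against aspen without aspen replicate 2, 1357326 against pine without Avicel replicate 1, Avicel replicate 2, Avicel replicate 3, pine replicate 1 or pine replicate 3 and 1359888 against wheat straw without wheat straw replicate 1 or wheat straw replicate 3, and in node 220 for 1375723 against aspen without Avicel replicate 2, aspen replicate 2 or aspen replicate 3, 1468081 against aspen without Avicel replicate 1, Avicel replicate 3, aspen replicate 2 or aspen replicate 3 and 1470260 against aspen without Avicel replicate 2 or aspen replicate 1. Calls were also lost for 1357326 against pine with RLE factors, DESeq2, DESeq2 with its fold change prior, only the groups compared and the replicate block and 1468081 against aspen with the replicate block. Bonferroni adjustment removed 5, 7 and 8 of the calls against aspen, pine and wheat straw in node 14, and 7, 5 and 5 in node 220. Each pair of the 9 genes of node 14 shared a unit or sat in adjacent units in 5 of 6 rebuilt maps, and each pair of node 220 in 2 maps.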

CBM1 is a protein domain mainly found in fungi that has affinity to crystalline cellulose and improves access of the enzyme catalytic module to the substrate (Guillén et al., 2010). The identified CBM1-containing CAZymes are active on cellulose (AA9-CBM1, CBM1-GH5_5) and glucan polymers (GH131-CBM1, CBM1-GH6, and CBM1-GH3). An enrichment of such CAZymes in the selected nodes was consistent with up-regulation of the genes in response to cellulose-derived stimuli (**Table 2**). It was observed that enzymes active on the branching linkages from the hemicellulose polymer backbone were clustered together with cellulose-active enzymes (e.g., GH115, CE16, CE1, and CE15), suggesting the fungal response to cellulose and plant biomass-derived stimuli involves a diverse set of enzymes acting in synergy on a variety of linkages.

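On Avicel, the GH115 gene 1426831 (node 14) rose in comparison to maltose by 7.15 (standard error 0.57, adjusted p = 9.58e-08), and on aspen by 6.47 log2. The CE16 gene 1373375 (node 220) had 5.31 (standard error 0.44, adjusted p = 1.45e-07) on Avicel and 3.75 on aspen. For the CE1 gene 1392142 the values were 4.94 and 5.07, and for the CE15 gene 1470260 they were 6.80 and 4.76. The AA8-AA3_1 gene 1401955 (node 14) rose by 7.97 (standard error 0.79, adjusted p = 7.71e-07) on Avicel. All 5 genes were also up-regulated on pine and wheat straw, by 1.77 to 4.91 log2 on pine and 1.08 to 5.48 on wheat straw. Over the rebuilt maps, the median distance between genes of nodes 14 and 220 combined was 1 unit and the largest 15 units. From the shared nodes of cellulose-active enzymes and enzymes of the branching linkages, the paper proposes a response that involves a diverse set of enzymes acting in synergy.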

### Comparison of the Clustering Methods

We measured the biological relevance of our model in comparison to MBCluster using the Pycco 310 data. Correlations were estimated between the average transcription levels of the individual gene clusters and the corresponding count of the secreted proteins (**Supplementary Data S3**). Given that in general a higher gene transcription level corresponds to a higher expression of gene products, we expected some positive correlation if a clustering method is biologically relevant.

Self-organizing map and MBCluster were used separately to generate 320 gene clusters. This number of clusters was optimal for SOM and gave a resolution of about 35 genes/cluster. 

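Spearman's rho between the mean transcription and the count of secreted proteins (detections summed over carbon sources), recomputed over the clusters of the paper's tables (Supplementary Data S1 and S3), was 0.545 over 320 SOM nodes (p = 1e-05, two-sided permutation test with 100000 resamples, the smallest p they can give). Over 320 MBCluster clusters it was 0.236 (p = 4e-05, permutation test). Adjusted over the 3 coefficients of this kind, these p were 3e-05 and 6e-05. Clusters are not independent replicates. The means behind the MBCluster value were recomputed from the counts for the 58 clusters whose genes are all listed in the part of the table that could be read, and differed from the paper's by at most 8.58e-05 log2. Taking only clusters with a mean above 10 log2 gave 0.461 over 126 SOM nodes and -0.0092 over 67 MBCluster clusters (p = 0.94, permutation test). Pearson's r was 0.472 for the nodes and 0.224 for the clusters. The means of the SOM nodes spanned 15.2 log2 and those of the MBCluster clusters 8.52 log2. Within the span of the latter, 261 SOM nodes gave a rho of 0.394, higher than over the clusters by 0.157 (95% interval from 2000 draws 0.0206 to 0.293). Drawn so that their means were distributed as those of the MBCluster clusters, a test chosen after the values had been seen, SOM nodes gave 0.238 on average over 2000 draws. From the higher coefficient, the paper proposes that SOM combined transcriptomic and secretomic data more effectively.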

The correlation coefficients were 0.55 and 0.24 (*p* < 0.001) for SOM and MBCluster, respectively, suggesting that SOM combined the transcriptomic and secretomic data more effectively than MBCluster.

An additional attempt was made to increase the correlation coefficient for MBCluster by arbitrarily lowering the number of clusters to 100, giving 112 genes/cluster with the correlation coefficient 0.31 (*p* < 0.001). This coefficient was still lower than that of SOM with the high resolution of 35 genes/cluster. It might not be practical to target 112 genes per cluster because such a low resolution could be less useful for refined analysis. Therefore, we concluded that SOM was superior to MBCluster for this analysis due to the higher correlation coefficient and higher resolution.

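Over the 100 MBCluster clusters of Supplementary Data S3, rho was 0.306 (p = 0.00215, two-sided permutation test, the same after adjustment over the 3 coefficients) and the mean number of genes per cluster was 112.02. Restricted to the 14 clusters with a mean above 10 log2 it was 0.0177 (p = 0.954, permutation test). The cluster means spanned 5.76 log2. Within that span, 193 SOM nodes gave a rho of 0.203, a value added after the others had been seen. The means of the 22 clusters listed in full differed from means recomputed from the counts by at most 6.31e-05 log2.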

### The Robustness of the Integrated Omics Models

The integrated omics models of Pycci 137 and Pycsa 1264 were constructed in order to evaluate the robustness of our method. There were moderate correlations between the transcriptomic and secretomic profiles of the two strains similar to that of Pycco 310 (ρ = 0.55; *p* < 0.001; **Supplementary Table S1**). Similar transcriptomic tendencies were observed among the three strains. There were clusters of nodes highly transcribed only on the complex plant substrates (**Supplementary Figures S1** and **S2**). The genes differentially expressed and co-regulated in response to the complex plant substrates were analyzed using the Pycci 137 and Pycsa 1264 data. A detailed discussion for the selected genes and proteins is provided (**Supplementary Text S1**).

To summarize our findings, Pycci 137 had eight, eleven, and twelve nodes containing genes differentially regulated on wheat straw, pine, and aspen, respectively. As observed with Pycco 310, some genes of Pycci 137 were specifically regulated on pine which could reflect both a metabolic adaptation to this substrate and to the detoxification of the molecules derived from its degradation (e.g., predicted cytochrome P450; protein ID 5741 and 5611).

Meanwhile, Pycsa 1264 had eleven and thirteen nodes that contained genes that were differentially regulated on wheat straw and aspen, respectively. The behavior of Pycsa 1264 was similar to Pycci 137 as the strain showed differential expression of; (1) an AA1_1 laccase (protein ID; 1560767) on the complex plant substrates; and (2) the up-regulation of pectin (GH88; 1428239) and hemicellulose active enzymes including a predicted GH2 mannosidase (1664834) on the complex biomasses (**Supplementary Table S3**; **Supplementary Data S2**)

The three nodes showing the highest numbers of secreted proteins were selected based on the secretomic topography (**Supplementary Figure S2**). The genes coding for the most frequently secreted proteins showed the similar tendencies to Pycco 310 (**Supplementary Table S2**). The growth on Avicel might have triggered the intensive transcription of the genes that led to the production of cellulases and hemicellulases. The selected nodes showed similar repertoires of CAZymes to Pycco 310, which contained a consistent number of CAZymes active on cellulose and glucan polymers associated with a CBM1 module. Notably, CBM1-associated CAZymes were systematically grouped in the same nodes (nodes 14 and 220 for Pycco 310, node 7 for Pycci 137, and node 281 for Pycsa 1264), suggesting that those genes are co-regulated in response to the different substrates.

Overall, similar trends were observed among the three strains. Our method is robust as the biological interpretation of the integrated omics models made sense using the three strains from different fungal species.

## Discussion

### Evaluation of the Integrated Omics Strategies

We demonstrated systematic data mining of genome-wide fungal transcriptomics and secretomics. The purpose was to observe the organisms as a whole, which is different from the conventional gene-by-gene approach.

Simple visual inspection of the integrated omics data enabled us to pinpoint various biological hotspots. Three layers of biological information were presented in our models (**Figures 1**–**3**). The first layer, the mean transcription of biological replicates per substrate, was indicative of the dynamics of the genome-wide transcription responding to the substrates (**Figure 2**). Secondly, the condition-specific transcriptomic patterns showed substrate-wise co-regulation of the genes (**Figure 3C**). Thirdly, the total count of proteins secreted under all conditions facilitated the genome-wide view of which gene clusters actively produced extracellular proteins (**Figure 3B**).

The layers of genome-wide complementary omics information revealed a global picture of the fungal response to the growth conditions. The transcriptomic and secretomic topographies of the three fungal strains were moderately correlated on the genome scale (**Supplementary Table S1**). Thus, our method allowed us to exploit the interconnected omics information by selecting nodes of interest containing co-regulated genes and corresponding gene products.

We demonstrated two different approaches to data mine genes/proteins of interest. The co-regulated genes/proteins were determined by either transcriptomic or secretomic pattern-oriented selection. The former approach unveiled the dynamics of genome-wide transcription patterns in response to the substrates. The latter approach was suitable for identifying enzymes synergistically involved in decomposition of the substrates. Overall, both strategies led to the discoveries of numerous genes of unknown functions and uncharacterized proteins expressed under the specific conditions.

### Comparison of the Clustering Methods

Although MBCluster uses mathematically sophisticated models, the generated gene clusters might be biologically unimportant as the algorithm groups genes based on differential expression patterns (Si et al., 2014). We observed that with this clustering method the genes were clustered according to the similar fold change trends regardless of the scale of the transcription levels (**Supplementary Data S3**). 

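Among the 58 complete clusters of the division into 320, the median SD of the level of genes within a cluster was 2.88 log2, and within the 22 complete clusters of the division into 100 it was 2.95 log2. All genes on the map had an SD of 2.82 log2, and genes within a node of the rebuilt map a median of 0.171 log2. For the log2 change in comparison to maltose, the median SD within a cluster was 0.444 and 0.583 log2 for the divisions into 320 and 100, 0.587 within rebuilt nodes and 1.49 over all genes.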

The disregard for high and low transcription levels makes less sense for interpretation of biological phenomena.

Furthermore, we found the design of the method was inflexible in terms of combining omics information and graphic outputs. Branches of the dendrogram can swap and shift making it difficult to grasp the relationship of slightly distant branches. This linear distance-based graphic format could possibly lose some degree of biological relevance.

In contrast, SOMs solved this problem by using six neighbors in proximity, allowing the visual observation of the relationship of the gene clusters on a broad scale. Thus, our models were found to be more biologically significant for the representation of transcriptomics and secretomics, supporting the effectiveness of our approach.

### Construction of Gene Clusters with SOM

It was empirically found that targeting 35 genes in a single node gave optimal resolution of the gene clusters. We observed that when a target of less than 35 genes per node was applied, some nodes had only few or no genes, suggesting a target of 35 genes per node was the lowest limit. 

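Rebuilt with 320 units, the map held 35.01 genes per node on average, and over 5 random starts between 3 and 7 nodes had 5 genes or fewer. With 640 units and 17.5 genes per node, 31 to 46 nodes did, and the smallest node held 1 or 2 genes. With 160 units and 70.01 genes per node it was 0 or 1 node. None of these 15 maps had a node without genes.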

The number of genes grouped in one node varied depending on how similar transcriptional patterns were responding to the particular culture conditions. Targeting more than 35 genes per node led to a greater number of genes clustered per node, which decreased the resolution of the SOMs.

We considered genes clustered in a single node as one group. The node-wise selection based on the mean transcription level of all genes within a node was to minimize the loss of biologically relevant information. It treated all genes in a selected node as relevant even if an individual gene in the node had a read count of slightly below 12 log2. Such selection of grouped genes enabled a fuzzy cutoff of around 12 log2 normalized read count for filtering the genes. The idea of grouped genes for comparisons has been successfully demonstrated for microarray analysis (WGCNA; Langfelder and Horvath, 2008).

The default function of a random initialization of weight vectors was applied for simplicity as it does not require additional calculations. Alternatively, linear initialization could be applied with the additional parameters of first eigenvectors corresponding to largest eigenvalues of the input data (Binder and Wirth, 2015). This initialization is suitable for comparisons between separately built SOMs (Steiner et al., 2012). In our case, a single master SOM was constructed for the superimposition of the omics data for comparisons (**Figures 1–3**). The relative arrangement of the SOMs would not be affected regardless of which initialization methods were used.

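Rebuilt maps from 5 random starts and 1 linear start were compared in 15 pairs. The adjusted Rand index of their gene groups was 0.452 on average, between 0.425 and 0.483, and 3.65e-05 after the genes were shuffled. Distances between 199980 pairs of genes on the maps correlated with Spearman's rho of 0.832 on average, between 0.777 and 0.867. With 32000 presentations of single genes, the mean adjusted Rand index was 0.335. Of 2963 pairs of genes that Supplementary Data S2 places in one node, 66.0% shared a unit or sat in adjacent units of the rebuilt maps, against 2.32% of random pairs.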

## Conclusion

We have developed a new method that systematically identifies condition-specific regulated genes and enzymes synergistically involved in the degradation of plant biomass. Our unique strategy was to compress large-scale omics information into simple graphs in order to assist intuitive biological extrapolations. Visual inspection of the topographies made it easy to find molecular hotspots buried in the complex omics data. We have developed the workflow ABCDEFGT to produce a graphic representation of integrated omics data capable of portraying a genome-wide landscape of fungal machineries.

## Materials and Methods

### Fungal Strains, Genomes, RNA Extraction, RNA-Sequencing, Protein Extraction, and Detection

*Pycnoporus coccineus* CIRM-BRFM 310 (herein called Pycco310), *Pycnoporus cinnabarinus* CIRM-BRFM 137 (Pycci 137), and *Pycnoporus sanguineus* CIRM-BRFM 1264 (Pycsa 1264) strains were obtained from the CIRM collection^2^ at the National Institute of Agricultural Research. All three genomes were sequenced by US Department of Energy Joint Genome Institute and annotated using the Joint Genome Institute (JGI) Annotation Pipeline (Grigoriev et al., 2014).

Transcriptome and secretome data were collected from triplicated independent three day-cultures in the presence of either 20 g.l^-1^ maltose, 15 g.l^-1^ Avicel, 15 g.l^-1^ ground wheat straw, 15 g.l^-1^ pine wood, or 15g.l^-1^ aspen wood as the sole carbon source. Three day-cultures were chosen because, by this stage, most of the three day-cultures grown under the all conditions had gone through DNA synthesis, indicating that the fungi were in comparable physiological states (Miyauchi et al., in preparation). The high concentrations of the substrates provided were excess to the growth requirements of the fungal cultures (Miyauchi et al., in preparation). RNA libraries were prepared and sequenced on Illumina HighSeq-2500 (Couturier et al., 2015). The sequence data are available on NCBI (GEO accession: GSE82486). The transcriptome response of Pycsa1264 to pine could not be analyzed due to poor quality of the extracted RNAs from these samples. Secreted proteins were collected from the same cultures, dia-filtered and identified by ESI-MS/MS (Couturier et al., 2015).

### Data Preparation and Manipulations

The obtained Illumina RNA-Seq 150 bp paired end reads were filtered and trimmed using the JGI QC pipeline. QCed reads were aligned to the genomes using TopHat 2 (Kim et al., 2013), counted with HTSeq (Anders et al., 2014), normalized with dsNorm from the DESeq2 Bioconductor package, and log2 transformed (Love et al., 2014). 

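The normalization was recomputed from the raw counts with DESeq size factors over all 18 libraries and 1 added before the log2. The resulting means lay within 0.0055 log2 of all 605 values in Supplementary Data S2 for aspen, 1120 for pine and 525 for wheat straw, and of the 9990 values that could be read in Supplementary Data S3. Size factors ranged from 0.631 to 1.46. A second deposited file, named as normalized counts, holds RPKM, since the count divided by the mappable length of the gene model and the library total gives its values to within a relative difference of 5.19e-15. It leaves out the 828 gene models with a mappable length of 0. Even counts outnumber odd ones at low values: among counts of 1 to 20, 73.4 to 82.4% were even per library, and the total of each library is even.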

The reliability of the data was verified using a selection of genes by Real Time quantitative PCR (Couturier et al., 2015). Transcriptomic and secretomic data were combined for the data processing. R was used for data manipulations using our customized scripts (R Core Team, 2013).

### SOMs for the Integrated Omics Models

Self-organizing maps were constructed with the R package kohonen (Wehrens and Buydens, 2007). The genes showing similar transcription levels were grouped into nodes of SOMs. It was empirically found that a target of 35 genes per single node of the SOM gave the best resolution of the gene clusters. The default parameters were used for initialization, learning rate, and radius. Hexagonal SOM models were applied to have six neighboring nodes. The map units used were 320, 285, 340 for Pycco 310, Pycci 137, and Pycsa 1264, respectively. The number of iterations used was 100 times more than the map units in order to minimize the Euclidian distances between the nodes for the optimal convergence.

### Genome-Wide Omics Models for the Three Strains

Omics models of the strains were generated by training a SOM with the normalized log2 read count of the fungal responses to maltose, Avicel, pine, aspen, and wheat straw. A topography depicting substrate-specific transcriptomic patterns was comprised of a mean read count of combined biological replicates grown in each carbon source substrate. 

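Over the 12690 gene models, a mean of 12 log2 lay at percentile 88.9 (SD 1.20 over 15 libraries, which ranged from 85.5 to 89.4). The 75th percentile was 10.76 log2. Taken on pine alone, the alternative that moved the value most, 12 log2 lay at percentile 86.4. Of the 320 nodes of Supplementary Data S1, 85.9% have a mean below 12 log2.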

A topography representing high transcriptional patterns was made by filtering nodes showing a mean read count of the combined triplicates > 12 log2 on each carbon source substrate, which constituted approximately above 75th percentile of the entire gene population. A secretomic topography was created by superimposing the total count of proteins detected mapped onto the SOM nodes.

### Correlation of Transcriptomic and Secretomic Profiles

Spearman’s rank correlation was estimated between the mean transcription level of all conditions (i.e., the node-wise mean transcription topography) and the total count of proteins secreted from all conditions (i.e., the secretomic topography).

### Selection of Genes Showing Substrate-Specific Up-Regulation

Gene clusters (nodes) highly transcribed (>12 log2) on each substrate and commonly highly transcribed (>12 log2) on the substrates were identified. Differentially regulated nodes, which were up-regulated on the complex biomass but not on maltose and Avicel, were determined. Then, the differentially regulated genes were further filtered on the basis of statistically significant log2 fold changes (>1) estimated with DESeq2 (*p* adjusted < 0.05: FDR and Bonferroni correction; Love et al., 2014). The final outputs of the transcriptomics analysis were lists of genes highly transcribed in response to complex plant biomass and differentially regulated as compared to the maltose and Avicel growth conditions.

### Selection of Genes Coding for Frequently Secreted Proteins

The nodes with top three highest counts of proteins were determined from the secretomic topography.

### Comparison of the SOM and MBCluster Methods

The RNA-seq data of Pycco 310 was used for the comparison. Gene clusters were generated with the R package MBCluster.Seq (Si et al., 2014). The number of partitions (*k* = 320) was used to initialize the cluster centroids with the negative binomial model; this number was chosen to match the number of the gene clusters used for SOMs with this fungal strain. The default function of the package, Expectation-Maximization method with negative binomial model was used for clustering. The global mean transcription of the individual clusters was calculated from the results of SOM and MBCluster. The total count of proteins was calculated for the individual clusters. Spearman’s rank correlation coefficients of the transcriptomic and the secretomic profiles were used as an indicator for the biological relevance of the constructed models.

## Author Contributions

SM and M-NR contributed to the manuscript. SM developed the workflow ABCDEFGT. M-NR organized fungal cultures, genome, and RNA sequencing and performed the differential expression analysis. DN, SG, and J-GB performed proteomic analyzes. IG coordinated genome sequencing. RR annotated genomes. AL supervised transcriptome sequencing. DC conducted secretome sequencing. BH performed annotations of CAZymes. All authors have read and approved the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AmoreA.GiacobbeS.FaracoV. (2013). Regulation of cellulase and hemicellulase gene expression in fungi. *Curr. Genomics* 14 230–249. 10.2174/138920291131404000224294104PMC3731814

[B2] AndersS.PylP. T.HuberW. (2014). HTSeq – A Python framework to work with high-throughput sequencing data. *Bioinformatics* 31 166–169. 10.1093/bioinformatics/btu63825260700PMC4287950

[B3] BinderH.WirthH. (2015). “Analysis of large-scale OMIC data using self organizing maps,” in *Encyclopedia of Information Science and Technology*, ed. Khosrow-PourM. (Hershey, PA: Information Resources Management Association), 1642–1653. 10.4018/978-1-4666-5888-2.ch157

[B4] BlanchetteR. (1991). Delignification by wood-decay fungi. *Annu. Rev. Phytopathol.* 29 381–398. 10.1146/annurev.py.29.090191.002121

[B5] CouturierM.NavarroD.ChevretD.HenrissatB.PiumiF.Ruiz-Du eñasF. J. (2015). Enhanced degradation of softwood versus hardwood by the white-rot fungus *Pycnoporus coccineus*. *Biotechnol. Biofuels* 8:216 10.1186/s13068-015-0407-8PMC468373526692083

[B6] CouturierM.NavarroD.OlivéC.ChevretD.HaonM.FavelA. (2012). Post-genomic analyses of fungal lignocellulosic biomass degradation reveal the unexpected potential of the plant pathogen *Ustilago maydis*. *BMC Genomics* 13:57 10.1186/1471-2164-13-57PMC329853222300648

[B7] EggertC.TempU.ErikssonK.-E. L. (1997). Laccase is essential for lignin degradation by the white-rot fungus *Pycnoporus cinnabarinus.* *FEBS Lett*. 407 89–92. 10.1016/S0014-5793(97)00301-39141487

[B8] FloudasD.BinderM.RileyR.BarryK.BlanchetteR. A.HenrissatB. (2012). The Paleozoic origin of enzymatic lignin decomposition reconstructed from 31 fungal genomes. *Science* 336 1715–1719. 10.1126/science.122174822745431

[B9] FloudasD.HeldB. W.RileyR.NagyL. G.KoehlerG.RansdellA. S. (2015). Evolution of novel wood decay mechanisms in Agaricales revealed by the genome sequences of *Fistulina hepatica* and *Cylindrobasidium torrendii*. *Fungal Genet. Biol.* 76 78–92. 10.1016/j.fgb.2015.02.00225683379PMC4399860

[B10] GrigorievI. V.NikitinR.HaridasS.KuoA.OhmR.OtillarR. (2014). MycoCosm portal: gearing up for 1000 fungal genomes. *Nucleic Acids Res.* 42 D699–D704. 10.1093/nar/gkt118324297253PMC3965089

[B11] GuillénD.SánchezS.Rodríguez-SanojaR. (2010). Carbohydrate-binding domains: multiplicity of biological roles. *Appl. Microbiol. Biotechnol.* 85 1241–1249. 10.1007/s00253-009-2331-y19908036

[B12] GuptaR.MehtaG.KhasaY. P.KuhadR. C. (2011). Fungal delignification of lignocellulosic biomass improves the saccharification of cellulosics. *Biodegradation* 22 797–804. 10.1007/s10532-010-9404-620711746

[B13] Hernández-OrtegaA.FerreiraP.MartnezA. T. (2012). Fungal aryl-alcohol oxidase: a peroxide-producing flavoenzyme involved in lignin degradation. *Appl. Microbiol. Biotechnol.* 93 1395–1410. 10.1007/s00253-011-3836-822249717

[B14] HoriC.GaskellJ.IgarashiK.KerstenP.MozuchM.SamejimaM. (2014). Temporal alterations in the secretome of the selective ligninolytic fungus *Ceriporiopsis subvermispora* during growth on aspen wood reveal this organism’s strategy for degrading lignocellulose. *Appl. Environ. Microbiol.* 80 2062–2070. 10.1128/AEM.03652-1324441164PMC3993130

[B15] KerstenP.CullenD. (2014). Copper radical oxidases and related extracellular oxidoreductases of wood-decay Agaricomycetes. *Fungal Genet. Biol.* 72 124–130. 10.1016/j.fgb.2014.05.01124915038

[B16] KimD.PerteaG.TrapnellC.PimentelH.KelleyR.SalzbergS. L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol.* 14:R36 10.1186/gb-2013-14-4-r36PMC405384423618408

[B17] KohonenT. (1982). Self-organized formation of topologically correct feature maps. *Biol. Cybern.* 43 59–69. 10.1007/BF00337288

[B18] LangfelderP.HorvathS. (2008). WGCNA: an R package for weighted correlation network analysis. *BMC Bioinformatics* 9:559 10.1186/1471-2105-9-559PMC263148819114008

[B19] LangfelderP.ZhangB.HorvathS. (2008). Defining clusters from a hierarchical cluster tree: the Dynamic Tree Cut package for R. *Bioinformatics* 24 719–720. 10.1093/bioinformatics/btm56318024473

[B20] LevasseurA.DrulaE.LombardV.CoutinhoP. M.HenrissatB. (2013). Expansion of the enzymatic repertoire of the CAZy database to integrate auxiliary redox enzymes. *Biotechnol. Biofuels* 6:41 10.1186/1754-6834-6-41PMC362052023514094

[B21] LevasseurA.LomascoloA.ChabrolO.Ruiz-DueñasF. J.Boukhris-UzanE.PiumiF. (2014). The genome of the white-rot fungus *Pycnoporus cinnabarinus*: a basidiomycete model with a versatile arsenal for lignocellulosic biomass breakdown. *BMC Genomics* 15:486 10.1186/1471-2164-15-486PMC410118024942338

[B22] LloydS. P. (1982). Least squares quantization in PCM. *IEEE Trans. Inform. Theory* 28 129–137. 10.1109/TIT.1982.1056489

[B23] LomascoloA.Uzan-BoukhrisE.Herpol-GimbertI.SigoillotJ.-C.Lesage-MeessenL. (2011). Peculiarities of *Pycnoporus* species for applications in biotechnology. *Appl. Microbiol. Biotechnol.* 92 1129–1149. 10.1007/s00253-011-3596-522038244

[B24] LombardV.Golaconda RamuluH.DrulaE.CoutinhoP. M.HenrissatB. (2014). The carbohydrate-active enzymes database (CAZy) in 2013. *Nucleic Acids Res.* 42 D490–D495. 10.1093/nar/gkt117824270786PMC3965031

[B25] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15:550 10.1186/PREACCEPT-8897612761307401PMC430204925516281

[B26] MacQueenJ. (1967). “Some methods for classification and analysis of multivariate observations,” in *Proceedings of the Fifth Berkeley Symposium on Mathematical Statistics and Probability*, Vol. 1 (Berkeley, CA: Statistics University of California Press), 281–297.

[B27] R Core Team (2013). *R: A Language and Environment for Statistical Computing. R Foundation for Statistical Computing*. Available at: http://www.r-project.org/

[B28] RileyR.SalamovA. A.BrownD. W.NagyL. G.FloudasD.HeldB. W. (2014). Extensive sampling of basidiomycete genomes demonstrates inadequacy of the white-rot/brown-rot paradigm for wood decay fungi. *Proc. Natl. Acad. Sci. U.S.A.* 111 9923–9928. 10.1073/pnas.140059211124958869PMC4103376

[B29] SiY.LiuP.LiP.BrutnellT. P. (2014). Model-based clustering for RNA-seq data. *Bioinformatics* 30 197–205. 10.1093/bioinformatics/btt63224191069

[B30] SteinerL.HoppL.WirthH.GalleJ.BinderH.ProhaskaS. J. (2012). A global genome segmentation method for exploration of epigenetic patterns. *PLoS ONE* 7:e46811 10.1371/journal.pone.0046811PMC347057823077526

[B31] TanP.-N.SteinbachM.KumarV. (2014). *Introduction to Data Mining.* New York, NY: Pearson Education.

[B32] WehrensR.BuydensL. M. C. (2007). Self- and Super-organising Maps in R: the kohonen package. *J. Stat. Softw.* 21:29238 10.18637/jss.v021.i05

[B33] YangI. S.KimS. (2015). Analysis of whole transcriptome sequencing data: workflow and software. *Genomics Inform.* 13 119–125. 10.5808/GI.2015.13.4.11926865842PMC4742321

# Supplementary material for: Visual Comparative Omics of Fungi for Plant Biomass Deconstruction
**Source:** Front Microbiol. 2016 Aug 24;7:1335. doi: 10.3389/fmicb.2016.01335
**Supplement:** Supplementary file 2

## Supplementary Material

### Visual comparative omics of fungi for plant biomass deconstruction

Shingo Miyauchi\*, David Navarro, Igor V. Grigoriev, Anna Lipzen, Robert Riley, Didier Chevret, Sacha Grisel, Jean-Guy Berrin, Bernard Henrissat, Marie-Noëlle Rosso

#### 1 Supplementary Data

| #       | Files                                                                                                                                                                                                                                                                                                                                                                                                                                             | Descriptions                                                                                                                                                                                                                                                                                                                                  |
|---------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data S1 | Pycco310_Transcriptome&Secretome_per_node.xlsx<br>Pycci137_Transcriptome&Secretome_per_node.xlsx<br>Pycca1264_Transcriptome&Secretome_per_node.xlsx                                                                                                                                                                                                                                                                                               | The output files used for the estimation of Spearman's rank correlation between transcriptome and secretome of the three <i>Pycnoporus</i> strains.                                                                                                                                                                                           |
| Data S2 | supplementaryTable_selectedGenes_pycco.aspen.xlsx<br>supplementaryTable_selectedGenes_pycco.pine.xlsx<br>supplementaryTable_selectedGenes_pycco.wheatstraw.xlsx<br>supplementaryTable_selectedGenes_pycci.aspen.xlsx<br>supplementaryTable_selectedGenes_pycci.pine.xlsx<br>supplementaryTable_selectedGenes_pycci.wheatstraw.xlsx<br>supplementaryTable_selectedGenes_pycca.aspen.xlsx<br>supplementaryTable_selectedGenes_pycca.wheatstraw.xlsx | The lists of the genes selected for the potential involvement in the decomposition of plant substrates for the three <i>Pycnoporus</i> strains.                                                                                                                                                                                               |
| Data S3 | Pycco310_MBCluster_list_100.xlsx<br>Pycco310_MBCluster_list_320.xlsx<br>Pycco310_MBCluster_Transcriptome&Secretome_100.xlsx<br>Pycco310_MBCluster_Transcriptome&Secretome_320.xlsx                                                                                                                                                                                                                                                                | 1) Results of 320 and 100 clusters generated with MBCluster.seq. The lists of genes with protein ID, log2 transformed read counts, log2 fold changes from the differential expression analysis.<br>2) The output files for the calculation of Spearman's rank correlation between transcriptome and secretome for 320 and 100 clusters above. |

## 2 Supplementary Figures

**Figure S1:** The integrated omics models of Pycci 137 and Pycsa 1264. **Pycci 137:** *Pycnoporus cinnabarinus* CIRM-BRFM 137. **Pycsa 1264:** *Pycnoporus sanguineus* CIRM-BRFM 1264. The node identification is labeled (i.e. 1 to 270). **a:** Mean transcription of biological replicates for the individual substrates. **b:** Clusters of highly transcribed genes ( $>12$  log<sub>2</sub> read count) were highlighted in circle. Grey: Common to all substrates. Light green: Maltose. Purple: Avicel. Pink: Apen, wheat straw, pine. **NOTE:** No RNA-seq data available for Pycsa1264 grown on pine.

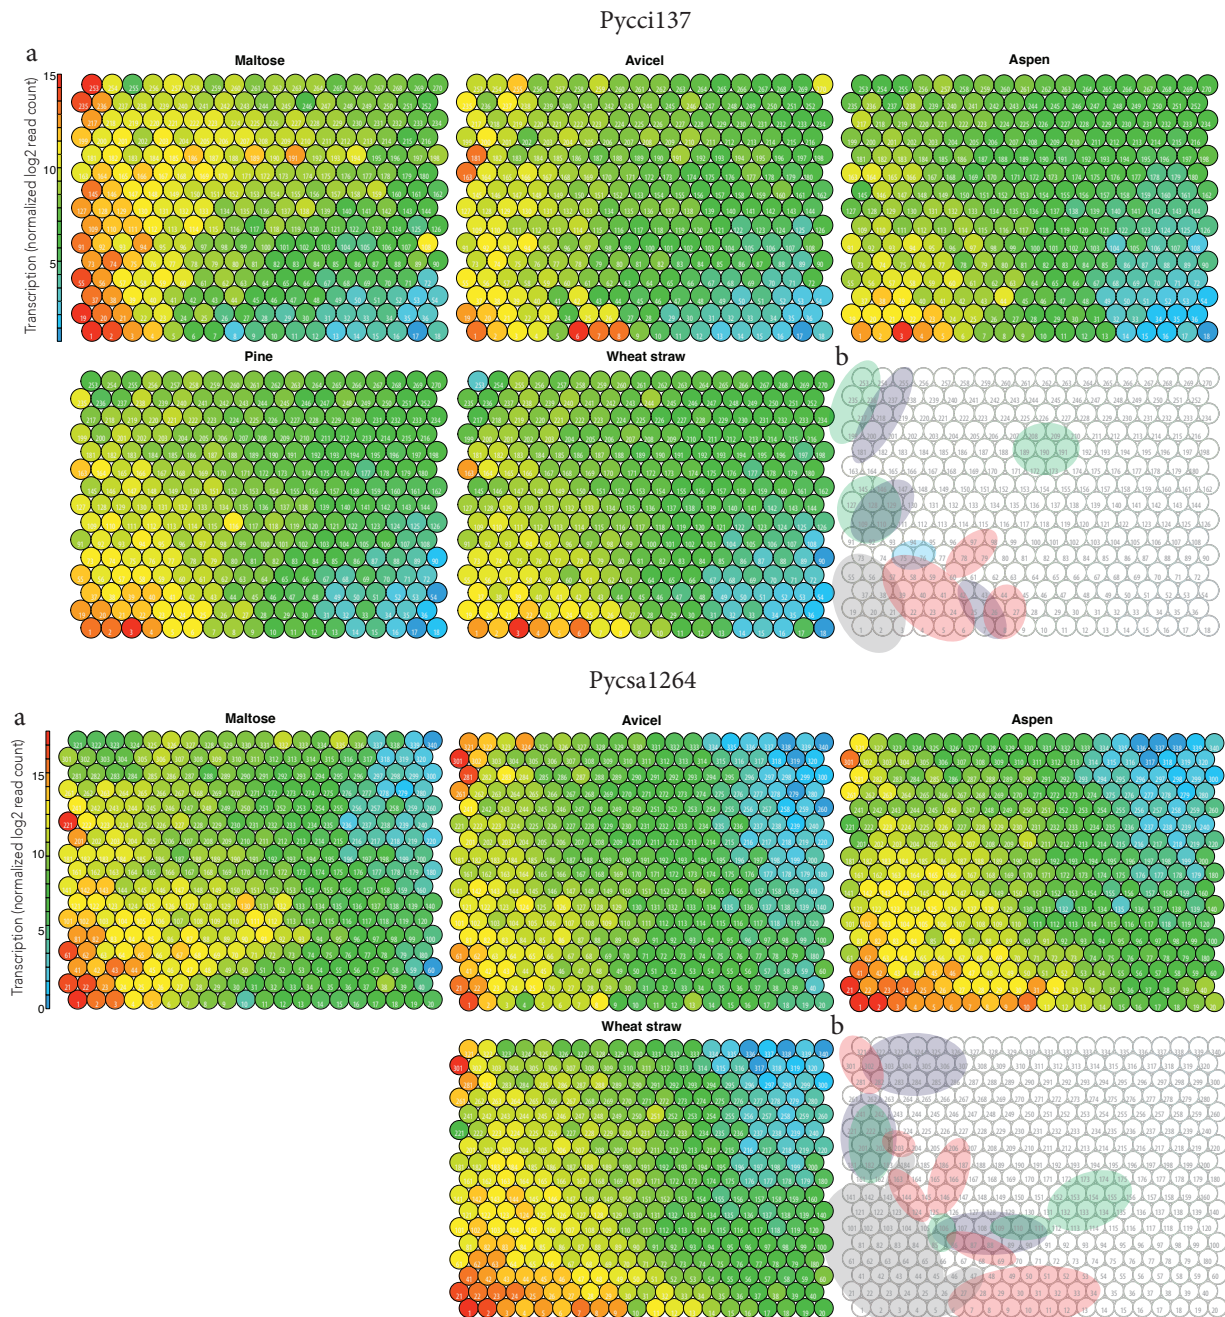

**Figure S2:** The integrated omics models of Pycci 137 and Pycsa 1264. **Pycci 137:** *Pycnoporus cinnabarinus* CIRM-BRFM 137. **Pycsa 1264:** *Pycnoporus sanguineus* CIRM-BRFM 1264. **a:** The genome-wide mean transcription of the genes from all conditions. **b:** The count of the total proteins secreted showing hotspots. **c:** The groups of substrate-specific highly transcribed genes (>12 log2 read count) were labeled and highlighted. **C:** Common to all substrates. **M:** Maltose. **Av:** Avicel. **A:** Aspen. **P:** Pine. **W:** Wheat straw. **NOTE:** No RNA-seq data available for Pycsa 1264 grown on pine.

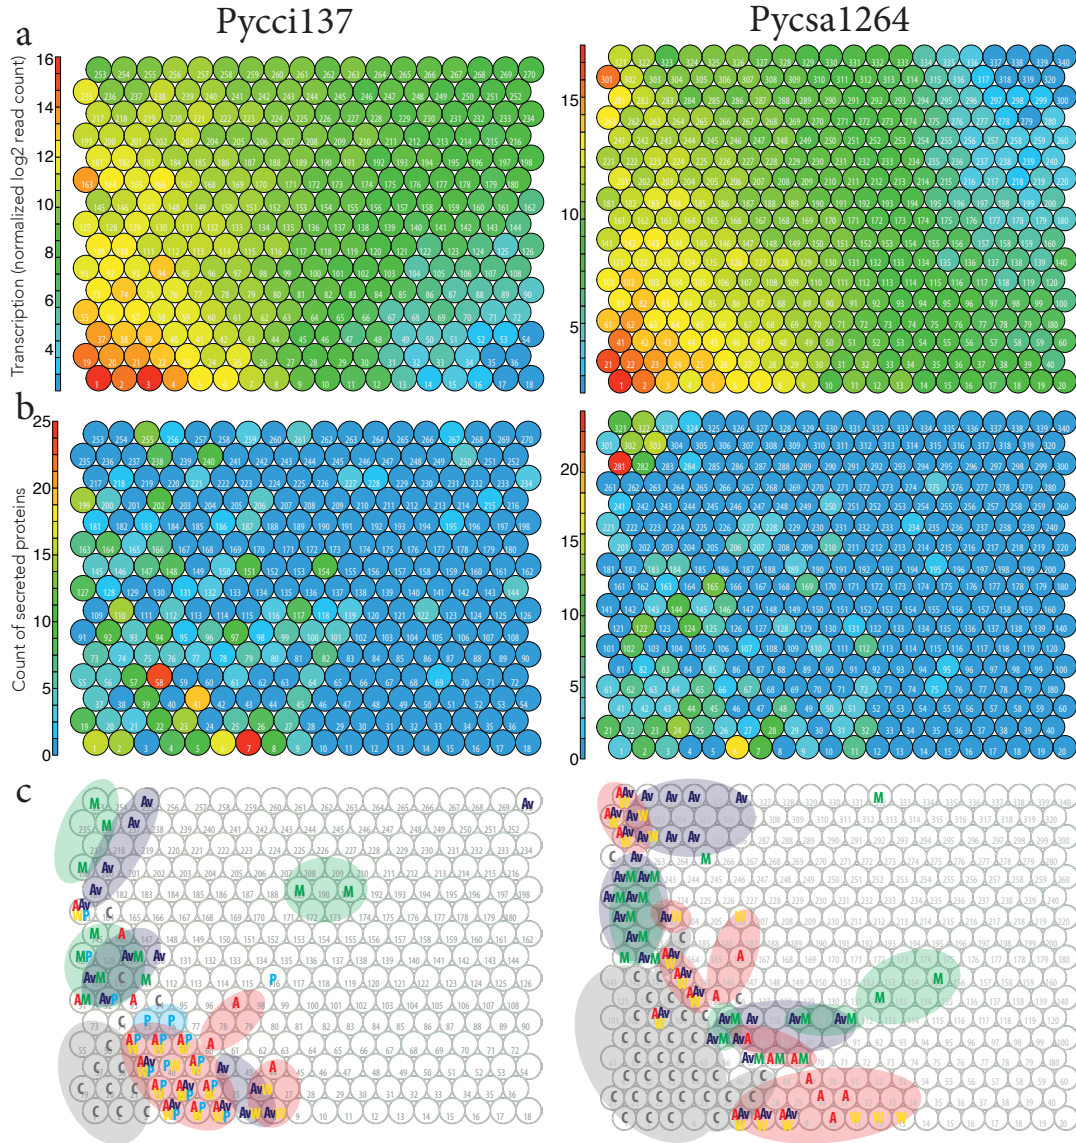

### 3 Supplementary Tables

**Table S1:** Spearman's rank correlation of genome-wide transcriptome and secretome for the three *Pycnoporus* strains. Spearman's rank correlation coefficients were calculated from the node-wise mean transcription and the total count of secreted proteins for the three *Pycnoporus* strains. The coefficients for the three strains were approximately 0.55 ( $p < 0.001$ ). The output files used for the calculation are available (Data S1).

| <i>Strain</i> | <i>Correlation coefficient</i> |
|---------------|--------------------------------|
| Pycco 310     | 0.55                           |
| Pycci 137     | 0.56                           |
| Pydsa 1264    | 0.55                           |

**Table S2:** Selection of nodes containing genes coding for frequently secreted proteins. **ProteinID:** The ID for the proteins predicted by JGI. **NodeID:** The ID of the nodes shown in the genome-wide transcriptomic and secretomic integrated models. **Proteins secreted:** the presence of proteins detected from the 3<sup>rd</sup> day of fungal cultures using LC-MS. **ASP:** Aspen. **PIN:** Pine. **WHS:** Wheat straw. **AVI:** Avicel. **MAL:** Maltose. **Mal/Avi/Asp/Pin/Whs.ave:** The mean of the normalized log2 read count combined from the biological replicates cultivated on maltose/Avicel/aspen/pine/wheat straw. **Annotations:** The information including CAZymes and KOG descriptions obtained from the prediction of the annotations by JGI. **Uncharacterized proteins:** Lines highlighted in pink. **NOTE:** No RNA-seq data available for Pycsa 1264 grown on pine.

*Pycnoporus coccineus* BRFM 310 (Pycco 310)

| ProteinID | nodeID | Proteins secreted |     |     |     |     | Mal.ave | Avi.ave | Asp.ave | Pin.ave | Whs.ave | Annotations                                                                           |
|-----------|--------|-------------------|-----|-----|-----|-----|---------|---------|---------|---------|---------|---------------------------------------------------------------------------------------|
| 1369367   | 120    | ASP               | PIN | WHS | AVI | MAL | 11      | 15      | 14      | 12      | 14      | GH47                                                                                  |
| 1373467   | 120    | ASP               | PIN | WHS | AVI | MAL | 12      | 15      | 14      | 13      | 13      | GH92                                                                                  |
| 1431843   | 120    | ASP               | PIN | WHS | AVI | MAL | 12      | 14      | 13      | 14      | 13      | GH27                                                                                  |
| 1433845   | 120    | ASP               | PIN | WHS | AVI | MAL | 12      | 15      | 14      | 13      | 12      | GH17                                                                                  |
| 1438510   | 120    |                   |     |     |     | MAL | 12      | 14      | 13      | 13      | 13      | -                                                                                     |
| 1439714   | 120    |                   |     |     |     |     | 12      | 15      | 14      | 13      | 15      | 20S proteasome, regulatory subunit beta type PSMB1/PRE7                               |
| 1460251   | 120    |                   |     |     |     |     | 11      | 15      | 13      | 12      | 13      | GH5_22                                                                                |
| 1466845   | 120    | ASP               | PIN | WHS | AVI | MAL | 12      | 15      | 13      | 13      | 13      | PL8_4                                                                                 |
| 1470072   | 120    |                   |     |     |     |     | 13      | 15      | 13      | 12      | 12      | -                                                                                     |
| 1357326   | 14     | ASP               | PIN | WHS | AVI |     | 7       | 16      | 15      | 14      | 12      | CBM1-GH6                                                                              |
| 1359888   | 14     | ASP               | PIN | WHS | AVI |     | 8       | 15      | 14      | 14      | 13      | CBM1-GH5_7                                                                            |
| 1382161   | 14     |                   |     |     |     |     | 8       | 16      | 14      | 12      | 12      | AA9-CBM1                                                                              |
| 1389216   | 14     | ASP               | PIN | WHS | AVI | MAL | 7       | 16      | 13      | 12      | 12      | GH7                                                                                   |
| 1401955   | 14     | ASP               | PIN | WHS | AVI |     | 8       | 16      | 14      | 13      | 14      | AA8-AA3_1                                                                             |
| 1426831   | 14     |                   |     |     |     |     | 7       | 14      | 14      | 12      | 12      | GH115                                                                                 |
| 1428145   | 14     |                   |     | WHS |     |     | 9       | 16      | 14      | 12      | 13      | AA9-CBM1                                                                              |
| 1439328   | 14     |                   |     | WHS | AVI |     | 6       | 14      | 13      | 14      | 14      | CBM1-CE16                                                                             |
| 1467772   | 14     | ASP               | PIN | WHS | AVI |     | 7       | 16      | 13      | 12      | 12      | GH131-CBM1                                                                            |
| 378107    | 35     | ASP               | PIN | WHS | AVI | MAL | 7       | 12      | 12      | 12      | 12      | -                                                                                     |
| 1370654   | 35     | ASP               | PIN | WHS | AVI |     | 8       | 12      | 13      | 13      | 13      | GH28                                                                                  |
| 1370768   | 35     |                   | PIN |     |     |     | 8       | 12      | 13      | 14      | 13      | Lysophospholipase                                                                     |
| 1372078   | 35     |                   |     |     |     |     | 7       | 12      | 13      | 11      | 12      | -                                                                                     |
| 1378088   | 35     |                   |     |     |     |     | 7       | 13      | 13      | 12      | 13      | Cystathionine beta-lyases/cystathionine gamma-synthases                               |
| 1405174   | 35     |                   |     |     |     |     | 8       | 12      | 13      | 12      | 13      | -                                                                                     |
| 1411666   | 35     | ASP               | PIN | WHS | AVI |     | 8       | 13      | 12      | 12      | 12      | GH3                                                                                   |
| 1424462   | 35     |                   |     |     |     |     | 6       | 12      | 13      | 13      | 13      | RNA polymerase II C-terminal domain-binding protein RA4, contains RPR and RRM domains |
| 1429888   | 35     |                   |     |     |     |     | 6       | 11      | 13      | 12      | 12      | AA3_2                                                                                 |
| 1433077   | 35     | ASP               | PIN | WHS |     |     | 5       | 13      | 13      | 13      | 12      | GH45                                                                                  |
| 1434242   | 35     |                   |     |     |     |     | 7       | 11      | 13      | 13      | 12      | -                                                                                     |
| 1437875   | 35     |                   |     |     | AVI |     | 7       | 12      | 13      | 14      | 13      | Serine-type carboxypeptidases                                                         |
| 1444114   | 35     | ASP               | PIN | WHS | AVI | MAL | 6       | 13      | 14      | 12      | 15      | Tripeptidyl-peptidase I                                                               |
| 1474390   | 35     |                   |     |     |     |     | 6       | 12      | 13      | 11      | 13      |                                                                                       |
| 1366028   | 220    | ASP               | PIN | WHS | AVI |     | 7       | 15      | 13      | 9       | 11      | GH7                                                                                   |
| 1373375   | 220    | ASP               | PIN |     | AVI | MAL | 8       | 13      | 12      | 11      | 10      | CE16                                                                                  |
| 1375723   | 220    |                   |     | WHS | AVI |     | 6       | 14      | 12      | 11      | 8       | GH12                                                                                  |
| 1392142   | 220    | ASP               |     | WHS | AVI |     | 8       | 12      | 12      | 9       | 9       | CBM1-CE1                                                                              |
| 1404940   | 220    | ASP               | PIN | WHS | AVI |     | 9       | 13      | 11      | 9       | 9       | CBM1-GH3                                                                              |
| 1434718   | 220    | ASP               | PIN | WHS |     |     | 6       | 14      | 13      | 9       | 9       | CBM1-GH5_5                                                                            |
| 1468081   | 220    |                   |     |     |     |     | 7       | 13      | 11      | 10      | 9       | cerato-plantanin                                                                      |
| 1470260   | 220    |                   |     | WHS | AVI |     | 7       | 13      | 11      | 10      | 10      | CBM1-CE15                                                                             |
| 1472584   | 220    |                   |     | WHS |     |     | 7       | 14      | 12      | 10      | 9       | CBM1                                                                                  |

*Pycnoporus cinnabarinus* BRFM 137 (Pycci 137)

| proteinID | nodeID | Proteins secreted |     |     |     |     | Mal.ave | Avi.ave | Asp.ave | Pin.ave | Whs.ave | Annotations                                                                          |
|-----------|--------|-------------------|-----|-----|-----|-----|---------|---------|---------|---------|---------|--------------------------------------------------------------------------------------|
| 1365      | 7      | ASP               |     | WHS | AVI |     | 6       | 16      | 10      | 10      | 13      | GH131-CBM1                                                                           |
| 1929      | 7      | ASP               |     | WHS | AVI |     | 6       | 15      | 10      | 10      | 13      | CBM1-GH5_5                                                                           |
| 3419      | 7      | ASP               |     | WHS | AVI |     | 7       | 15      | 10      | 10      | 13      | Predicted mutarotase                                                                 |
| 3419      | 7      | ASP               |     | WHS | AVI |     | 7       | 15      | 10      | 10      | 13      | Predicted mutarotase                                                                 |
| 4378      | 7      |                   |     |     |     |     | 7       | 16      | 11      | 11      | 13      | GH1                                                                                  |
| 5579      | 7      |                   |     | WHS |     |     | 7       | 15      | 10      | 9       | 12      | AA9-CBM1                                                                             |
| 5845      | 7      | ASP               |     | WHS | AVI |     | 8       | 17      | 9       | 9       | 12      | GH7                                                                                  |
| 6394      | 7      |                   |     |     |     |     | 7       | 15      | 12      | 11      | 13      | -                                                                                    |
| 6605      | 7      | ASP               | PIN | WHS | AVI | MAL | 7       | 13      | 11      | 10      | 14      | Carboxypeptidase C                                                                   |
| 8616      | 7      | ASP               | PIN | WHS | AVI |     | 8       | 17      | 10      | 10      | 12      | CBM1-GH5_5                                                                           |
| 65        | 58     |                   |     |     |     |     | 10      | 12      | 13      | 12      | 12      | -                                                                                    |
| 598       | 58     | ASP               | PIN | WHS | AVI | MAL | 10      | 11      | 13      | 12      | 13      | GH92                                                                                 |
| 929       | 58     | ASP               | PIN | WHS | AVI | MAL | 10      | 11      | 13      | 14      | 12      | GH95                                                                                 |
| 1192      | 58     |                   |     |     |     |     | 10      | 10      | 14      | 12      | 12      | Cytochrome P450 CYP4/CYP19/CYP26 subfamilies                                         |
| 1284      | 58     |                   |     |     |     |     | 10      | 10      | 12      | 12      | 12      | Alkyl hydroperoxide reductase, thiol specific antioxidant and related enzymes        |
| 1924      | 58     |                   |     |     |     |     | 10      | 10      | 13      | 12      | 12      | Inorganic phosphate transporter                                                      |
| 3446      | 58     | ASP               | PIN | WHS | AVI | MAL | 10      | 10      | 12      | 11      | 14      | AA1_1                                                                                |
| 3585      | 58     |                   |     |     |     |     | 10      | 11      | 12      | 13      | 12      | Uncharacterized protein PSP1 (suppressor of DNA polymerase alpha mutations in yeast) |
| 3798      | 58     | ASP               |     | WHS |     |     | 10      | 10      | 13      | 12      | 13      | GH28                                                                                 |
| 4353      | 58     |                   |     |     |     |     | 10      | 11      | 13      | 13      | 12      | Multidrug/pheromone exporter, ABC superfamily                                        |
| 4662      | 58     |                   |     |     |     |     | 10      | 10      | 13      | 13      | 12      | -                                                                                    |
| 6135      | 58     |                   |     |     |     |     | 11      | 10      | 13      | 13      | 12      | -                                                                                    |
| 6333      | 58     |                   |     |     |     |     | 11      | 11      | 13      | 12      | 12      | -                                                                                    |
| 7058      | 58     |                   |     |     |     |     | 10      | 11      | 13      | 13      | 12      | Aquaporin (major intrinsic protein family)                                           |
| 7210      | 58     |                   |     |     |     |     | 10      | 11      | 13      | 12      | 12      | -                                                                                    |
| 7290      | 58     |                   |     |     |     |     | 10      | 10      | 13      | 12      | 13      | Amidases                                                                             |
| 7533      | 58     |                   |     |     |     |     | 10      | 10      | 12      | 13      | 12      | Kynurenine 3-monooxygenase and related flavoprotein monooxygenases                   |
| 7593      | 58     | ASP               | PIN | WHS | AVI | MAL | 10      | 11      | 14      | 13      | 13      | -                                                                                    |
| 8051      | 58     |                   |     |     |     |     | 10      | 11      | 14      | 13      | 11      | Cystathionine beta-lyases/cystathionine gamma-synthases                              |
| 8195      | 58     |                   |     |     |     |     | 11      | 11      | 13      | 13      | 12      | Chitinase                                                                            |
| 8220      | 58     |                   |     | WHS |     |     | 10      | 12      | 13      | 13      | 13      | GH88                                                                                 |
| 8493      | 58     |                   |     |     |     |     | 10      | 12      | 13      | 12      | 13      | Cytochrome P450 CYP4/CYP19/CYP26 subfamilies                                         |
| 1092      | 41     | ASP               | PIN | WHS | AVI | MAL | 8       | 9       | 12      | 12      | 12      | GH2                                                                                  |
| 3335      | 41     |                   |     |     |     |     | 10      | 8       | 12      | 13      | 13      | Aldo/keto reductase family proteins                                                  |
| 4566      | 41     | ASP               | PIN | WHS |     | MAL | 9       | 9       | 11      | 13      | 13      | GH3                                                                                  |
| 5077      | 41     | ASP               | PIN | WHS | AVI | MAL | 9       | 8       | 12      | 13      | 12      | -                                                                                    |
| 6441      | 41     |                   |     |     |     |     | 8       | 9       | 13      | 13      | 13      | -                                                                                    |
| 7930      | 41     |                   |     |     |     |     | 10      | 9       | 13      | 14      | 12      | Aquaporin (major intrinsic protein family)                                           |
| 9738      | 41     | ASP               | PIN | WHS | AVI | MAL | 10      | 9       | 12      | 12      | 13      | GH31                                                                                 |

*Pycnopus sanguineus* BRFM 1264 (Pycsa 1264)

| <i>proteinID</i> | <i>nodeID</i> | <i>Proteins secreted</i> |     |     |     |     | <i>Mal.ave</i> | <i>Avi.ave</i> | <i>Asp.ave</i> | <i>Whs.ave</i> | <i>Annotations</i>                               |
|------------------|---------------|--------------------------|-----|-----|-----|-----|----------------|----------------|----------------|----------------|--------------------------------------------------|
| 571793           | 281           | ASP                      |     | WHS | AVI |     | 9              | 17             | 12             | 13             | GH131-CBM1                                       |
| 1567787          | 281           | ASP                      | PIN | WHS | AVI |     | 8              | 18             | 14             | 15             | CBM1-GH6                                         |
| 1583489          | 281           |                          |     | WHS | AVI |     | 9              | 18             | 13             | 14             | AA9-CBM1                                         |
| 1672345          | 281           | ASP                      | PIN | WHS | AVI |     | 9              | 16             | 13             | 14             | CBM1-GH5 7                                       |
| 1672751          | 281           | ASP                      | PIN | WHS | AVI |     | 9              | 17             | 13             | 15             | AA8-AA3 1                                        |
| 1675671          | 281           | ASP                      | PIN | WHS | AVI | MAL | 10             | 20             | 11             | 13             | GH7                                              |
| 1721886          | 281           | ASP                      | PIN | WHS | AVI |     | 10             | 17             | 13             | 14             | GH74                                             |
| 1738933          | 281           | ASP                      | PIN | WHS | AVI |     | 10             | 17             | 13             | 14             | GH28                                             |
| 1608570          | 6             | ASP                      | PIN | WHS | AVI | MAL | 11             | 12             | 14             | 14             | Serine carboxypeptidases (lysosomal cathepsin A) |
| 1609201          | 6             | ASP                      |     | WHS | AVI |     | 12             | 13             | 14             | 14             | GH47                                             |
| 1615305          | 6             |                          |     |     |     |     | 12             | 13             | 13             | 13             | -                                                |
| 1641584          | 6             |                          |     |     |     |     | 11             | 13             | 15             | 14             | UDP-glucuronosyl and UDP-glucosyl transferase    |
| 1645517          | 6             |                          |     | WHS |     |     | 12             | 13             | 14             | 13             | GH17                                             |
| 1660524          | 6             |                          |     |     |     |     | 12             | 12             | 13             | 14             | Predicted GTPase-activating protein              |
| 1663870          | 6             | ASP                      | PIN | WHS | AVI | MAL | 10             | 12             | 14             | 14             | GH92                                             |
| 1674723          | 6             |                          |     |     |     |     | 11             | 12             | 14             | 14             | -                                                |
| 1678028          | 6             |                          |     |     |     |     | 12             | 13             | 13             | 14             | Predicted alpha/beta hydrolase                   |
| 1682233          | 6             |                          |     |     |     |     | 11             | 13             | 14             | 14             | GH13 1                                           |
| 1758816          | 6             |                          |     |     |     |     | 11             | 12             | 15             | 13             | -                                                |
| 1183761          | 303           | ASP                      |     | WHS | AVI |     | 9              | 12             | 11             | 11             | -                                                |
| 1210095          | 303           |                          |     |     |     |     | 7              | 12             | 10             | 11             | -                                                |
| 1561085          | 303           | ASP                      |     | WHS |     |     | 8              | 11             | 11             | 12             | GH43                                             |
| 1561531          | 303           |                          |     |     |     |     | 8              | 11             | 11             | 11             | -                                                |
| 1561925          | 303           | ASP                      | PIN | WHS |     | MAL | 9              | 11             | 11             | 12             | GH79                                             |
| 1566927          | 303           |                          |     |     |     |     | 9              | 12             | 11             | 11             | -                                                |
| 1577052          | 303           |                          |     | WHS |     |     | 8              | 11             | 11             | 11             | GH3                                              |
| 1577721          | 303           | ASP                      | PIN | WHS | AVI |     | 7              | 13             | 10             | 12             | CE8                                              |
| 1601452          | 303           | ASP                      |     |     | AVI | MAL | 8              | 12             | 10             | 12             | GH18                                             |
| 1668510          | 303           |                          |     |     |     |     | 8              | 11             | 11             | 11             | UDP-glucuronosyl and UDP-glucosyl transferase    |
| 1681942          | 303           |                          |     |     |     |     | 9              | 12             | 11             | 12             | -                                                |

**Table S3:** The summary of the selected co-regulated genes of Pycci 137 and Pycsa 1264 on aspen, pine, and wheat straw. **Biomass-specific nodes/genes:** The number of nodes containing genes with higher transcription on aspen, pine, and wheat straw than maltose and cellulose. High transcription was defined as  $>12$  log2 average read counts of the node on each biomass. **Unique nodes/genes:** The number of nodes containing genes highly transcribed on a single complex biomass (either aspen, pine, or wheat straw). **Genes selected:** The number of highly transcribed genes was determined by the further filtration based on the differential gene expression (log2 fold changes  $>1$ ) with statistical significance (adjusted  $p < 0.05$ ). **Secretion detected:** The secretion of proteins detected. The ratio of the detected proteins divided by the total genes is shown in the brackets. **CAZyme:** Carbohydrate-active enzymes. **Unknown genes:** genes with no functional annotations. **Unknown secreted:** Uncharacterized proteins identified in the secretomes. The detailed lists are available (Data S2). **NOTE:** No RNA-seq data available for Pycsa 1264 grown on pine.

*Pycnoporus cinnabarinus* BRFM 137 (Pycci 137)

| Biomass     | Biomass-specific nodes / genes | Unique nodes / genes | Genes selected | Secretion detected | CAZymes                                                                                                            | Unknown genes | Unknown secreted |
|-------------|--------------------------------|----------------------|----------------|--------------------|--------------------------------------------------------------------------------------------------------------------|---------------|------------------|
| Aspen       | 12 / 159                       | 5 / 37               | 117            | 27 (23.0%)         | AA1_1, EXPN, GH2, GH3, GH5_9, GH13_1, GH18, GH18CBM5, GH27, GH28, GH31, GH35, GH79, GH88, GH92, GH95, GH125        | 31            | 2                |
| Pine        | 11 / 194                       | 3 / 65               | 124            | 24 (17.9%)         | AA1_1, AA3_2, EXPN, GH2, GH3, GH5_9, GH13_1, GH18, GH27, GH28, GH31, GH35, GH37, GH88, GH92, GH95, GH92, GT4, GT32 | 31            | 2                |
| Wheat straw | 8 / 129                        | -                    | 78             | 21 (26.9%)         | AA1_1, EXPN, GH2, GH3, GH5_9, GH13_1, GH18, GH27, GH28, GH31, GH35, GH88, GH92, GH95, GH125                        | 19            | 1                |

*Pycnoporus sanguineus* BRFM 1264 (Pycsa 1264)

| Biomass     | Biomass-specific nodes / genes | Unique nodes / genes | Genes selected | Secretion detected | CAZymes                                                                           | Unknown genes | Unknown secreted |
|-------------|--------------------------------|----------------------|----------------|--------------------|-----------------------------------------------------------------------------------|---------------|------------------|
| Aspen       | 13 / 229                       | 6 / 91               | 91             | 15 (16.5%)         | AA1_1, CE16, GH16, GH18, GH18-CBM5, GH43, GH88, GH92, GH125                       | 30            | 1                |
| Wheat straw | 11 / 179                       | 4 / 41               | 88             | 20 (22.7%)         | CE15, GH2, GH3, GH18, GH18-CBM5, GH28, GH43, GH76, GH88, GH92, GH95, GH125, PL8_4 | 21            | 1                |

## 4 Supplementary Texts

**Text S1:** Detailed descriptions of the profiles of Pycci 137 and Pycsa 1264 for the selection of genes regulated in substrate-specific manners and the selection of nodes enriched in secreted proteins.

We focused on the genes from Pycci 137 and Pycsa 1264 that were differentially expressed and co-regulated in response to the plant substrates (i.e. aspen, pine, and wheat straw) in contrast to the simple substrates (i.e. maltose and cellulose; data S2; table S3).

In the case of Pycci 137, we identified eight, eleven and twelve nodes contained genes differentially regulated on wheat straw, pine, and aspen, respectively. Of these, seven nodes were commonly found in response to the three substrates. Those nodes were enriched in genes coding for CAZymes potentially active on the plant biomass. While the nodes selected from Pycco 310 contained several genes coding for family AA2 lignin-active enzymes, the nodes selected from Pycci 137 did not contain AA2 but did contain two genes coding for AA1\_1 laccases (protein ID 8672; 3446). Laccases are thought to contribute to lignin depolymerization through the oxidation of lignin-derived phenolics (Munk et al., 2015). Consistent with the absence of AA2 peroxidases in the selected nodes, no gene coding for AA3\_2 or AA5\_1 auxiliary oxidoreductases was selected.

The selected nodes contained genes coding for pectin-active enzymes GH28 (protein ID 8001; 3798), GH88 (8220), and hemicellulose such as a GH27 predicted arabinosidase (7245) and a GH95 predicted xyloglucanase (929). A gene coding for a predicted GH2 mannosidase (1092) was found in the nodes regulated on the three substrates despite only pine wood containing this saccharide, suggesting that this gene is not specifically regulated in response to mannan, but is rather co-regulated with other biomass degrading enzymes. Among the co-regulated genes, some of them were predicted as cytochrome P450 genes, suggesting common mechanisms for metabolism of the degradation products by the fungus (protein IDs 2161; 8493; 1192). Some proteins that were predicted for secretion were notably co-regulated with biomass degrading CAZymes (e.g. protein IDs 1391; 2712; 4662). As observed for Pycco 310, some genes were specifically regulated on pine that could reflect a metabolic adaptation to this substrate, and to the detoxification of the molecules derived from its degradation (e.g. predicted cytochrome P450; protein ID 5741 and 5611).

In the case of Pycsa 1264, we identified 11 and 13 nodes that contained genes differentially regulated on wheat straw and aspen respectively. The behavior of Pycsa 1264 was similar to Pycci 137 as Pycsa 1264 showed differential expression of an AA1\_1 laccase (protein ID 1560767) on the plant substrates and the up-regulation of pectin (GH88; 1428239) and hemicellulose active enzymes including a predicted GH2 mannosidase (1664834) on the plant substrates.

The three nodes containing the highest number of proteins detected in the secretome were selected from the secretomic topography of Pycci 137 and Pycsa 1264 (Table S2). The genes coding for the most frequently secreted proteins showed the similar tendencies to Pycco 310. The presence of Avicel might have triggered the intensive transcription of the genes that led to the production of cellulases and hemicellulases for all the strains.

The selected nodes showed similar CAZyme contents as Pycco310, and contained a consistent number of CAZymes associated with a CBM1 module active on cellulose and glucan polymers. Notably, the genes coding for CBM1-associated CAZymes were systematically grouped in the same

nodes (nodes 14 and 220 for Pycco 310, node 7 for Pycci 137, node 281 for Pycsa 1264), suggesting that those genes are co-regulated in response to the different substrates. As observed from the transcriptome analyses, we also detected AA1\_1 predicted laccases and GH2 predicted mannosidase in the secretomes of Pycci 137. Furthermore, an AA8-AA3 predicted protein was found in the secretomes of the three strains and the corresponding genes belong to nodes that were enriched in secreted proteins. AA8-AA3 CAZymes, which are modular enzymes, correspond to cellobiose dehydrogenases. They act in synergy with AA9 Lytic Polysaccharide Monooxygenases for the oxidative cleavage of glycosidic bonds (Bennati-Granier et al., 2015). The association of AA8-AA3 and AA9 genes in a same node in Pycco 310 (node 14) and in Pycsa 1264 (node 281) shows that the genes are co-regulated therefore strengthening the hypothesis of synergetic activities *in vivo*.

## References

1. Bennati-Granier, C., Garajova, S., Champion, C., Grisel, S., Haon, M., Zhou, S., et al. (2015). Substrate specificity and regioselectivity of fungal AA9 lytic polysaccharide monooxygenases secreted by *Podospira anserina*. *Biotechnol. Biofuels* 8, 90. doi:10.1186/s13068-015-0274-3.
2. Munk, L., Sitarz, A. K., Kalyani, D. C., Mikkelsen, J. D., and Meyer, A. S. Can laccases catalyze bond cleavage in lignin? *Biotechnol. Adv.* 33, 13–24. doi:10.1016/j.biotechadv.2014.12.008.

How the deposited data were processed for this re-analysis (not part of the article)

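RNA was measured by sequencing in cultures of Pycco 310 on day 3, with 3 independent cultures per carbon source. The deposited data cover maltose, Avicel, aspen, pine, wheat straw and xylan-galactomannan, 18 libraries in all, and their 36 columns of values were each matched to a sample, with 0 left over. Cultures of the other two strains are not among these samples and were left out.

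The authors filtered and trimmed the reads with the JGI QC pipeline, aligned them with TopHat 2 and counted them with HTSeq, and deposited raw counts per gene model (12690 gene models, 773 without a count in any library). The authors also deposited RPKM, which are the raw counts divided by the mappable length and the library total; these were checked against the counts for the 11862 gene models with a mappable length above 0 and not used further. The deposited values were not pooled over replicates. Counts per library ranged from 26370228 to 42190522, and the 10 most abundant genes of a library held 6.83 to 11.1% of its counts. For pairs of replicates, chi-square per degree of freedom over genes was between 23.5 and 364, so replicates differed by more than sampling noise, and tests rest on the spread between libraries. Deviations of libraries with the same replicate number from their group means correlated with r between -0.135 and 0.273, and in 0 of 15 pairs of groups did all 3 exceed 0.1; the replicate numbers were therefore not treated as pairs in the main test.

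Gene models were tested with edgeR 4.0.16 in R 4.3.3 (with limma 3.58.1), with TMM factors, filterByExpr, glmQLFit, glmQLFTest and Benjamini-Hochberg adjustment. One fit covered the 15 libraries of the 5 carbon sources of the paper. A second fit covered 18 libraries and 11168 gene models for comparisons with xylan-galactomannan. A gene was called with an adjusted p under 0.05 and an absolute log2 fold change over 1. The standard error of a log2 fold change was taken as its absolute value divided by the square root of F. On counts simulated from the libraries, 200 genes were changed by 2 log2 in each comparison to maltose. Of these, edgeR recovered 96.5% for aspen, 99.0% for pine, 99.0% for wheat straw and 97.5% for Avicel, with 8, 8, 7 and 5 false calls. Only genes above a minimum expected count were changed, so smaller changes and weakly transcribed genes were not tested.

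Levels were the mean over replicates of the log2 normalized count, with DESeq size factors computed over 18 libraries and 1 added. The self-organizing map was written in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0), since the kohonen package was not at hand, as a hexagonal grid of 20 by 16 units with 100 presentations of all genes, learning rates from 0.05 to 0.01 and seed 1. It was tested on simulated data, where 200 of 200 genes raised on aspen alone fell in nodes specific to aspen. These genes shared the same profile with little spread and lay well above 12 log2 on aspen. Genes near that limit were therefore not tested. A node was specific to a plant substrate when its mean exceeded 12 log2 there and on neither maltose nor Avicel. Correlations over clusters used the paper's own tables of cluster means and protein counts, which sum detections over carbon sources, with 100000 permutations. The gene lists of Supplementary Data S3 could be read only in part, 1998 of 11202 genes for the division into 320 clusters. Plots were made with matplotlib 3.10.9.

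Genes named in the text are every Pycco 310 protein ID named in the paper's results, the genes of Supplementary Table S2 for nodes 14 and 220, and the 2 genes with the largest rise and the 2 with the largest fall in each comparison with maltose among those called, with no overlap between libraries and a mean normalized count of at least 100, with those that rose most on xylan-galactomannan. The paper's values for the genes of its own tables had been seen when this rule was set. Results, tests, named genes and alternatives were chosen before the data were examined, except where the text or the closing section says otherwise, as for the Fisher test of node 239, the singling out of 1370768 and the coefficients over matched SOM nodes. The alternatives were RLE factors, DESeq2 1.42.0, DESeq2 with its fold change prior, no filter on low counts, only the groups compared or all 18 libraries in the fit, Bonferroni adjustment, a replicate block, and leaving out each library in turn. For levels they were TMM log2 CPM and the log2 of the replicate mean. For the map they were seeds 2, 3, 4 and 5, a linear start, 15 libraries as input, 32000 presentations of single genes or of all genes, and 160 or 640 units. The 32000 presentations follow the paper's methods, which set the iterations at 100 times the map units. For the correlations, the alternatives were Pearson's r and subsets of the clusters. The public annotation of the Pycco1 assembly matched 12680 of the gene models by locus tag, lists 13016 loci, and names the chromosome of 0 of them, so it was used for no name or position.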

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

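The placement of the third xylan-galactomannan library, and the count of genes above every other carbon source with its alternatives, were tests chosen after the result was seen; the splits of 18 libraries were redrawn once after a first drawing was seen.

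The text of the paper does not discuss the 3 xylan-galactomannan cultures, and their libraries carry a signal above the maltose controls. In edgeR, 2165 genes were higher and 1618 lower on xylan-galactomannan than on maltose among 11168 tested. The largest rise was that of 1437297, with a log2 fold change of 11.09 (standard error 0.63, adjusted p = 3.39e-10), and the AA2 gene 1468611 rose by 8.67 (standard error 0.59, adjusted p = 2.06e-09), each with 3 of 3 libraries above every maltose library. The largest falls were those of 1468038, at -7.96, and 1466629, at -7.83. Leaving out each library in turn gave 1852 to 2246 genes higher and 1442 to 2084 lower. Compared with the other carbon sources, 1825 genes were higher and 1589 lower than on Avicel, 1245 and 1484 than on aspen, 2026 and 2066 than on pine, and 1250 and 1347 than on wheat straw. Library totals on xylan-galactomannan (26370228 to 34293148) overlap those on maltose (29889534 to 35011152), so depth does not separate the groups, while the 10 most abundant genes held 9.53 to 10.5% of counts against 6.83 to 8.27%. Other splits of these 6 libraries cannot exclude chance, since the real split alone (1 of 10) already makes a share of 0.1.

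There were 183 genes higher on xylan-galactomannan than on each of the other 5 carbon sources. The most distinct were 1437094, higher than pine, the next highest, by 5.33 log2 (standard error 0.32, adjusted p = 3.42e-09), and 1475335, higher than pine by 3.88 log2 (standard error 0.52, adjusted p = 7.51e-06). The count was 185 with RLE factors, but these differ from TMM factors by at most 0.0785 log2 and rest on the same assumption, so scaling of the libraries stays open as an explanation. Of 100 drawn splits of the 18 libraries, 1, the real one, gave as many genes, in a first drawing and in the redrawn one. The drawn splits mix libraries of different carbon sources, so they argue only against all carbon sources being alike. They cannot tell whether the count would recur with other cultures. The count depends on single libraries, with 104 genes without xylan-galactomannan replicate 2 and 319 without xylan-galactomannan replicate 3.

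The sample label of xylan-galactomannan replicate 3 names a wheat straw medium, while its title and carbon source name xylan-galactomannan. Over 3716 genes that separate the other xylan-galactomannan libraries from wheat straw, replicate 3 lay nearer to xylan-galactomannan for 51.3% (1908 genes). Its shares against maltose, Avicel, aspen and pine were 75.8, 70.5, 62.7 and 75.3%. In 85 such comparisons of the other 17 libraries, the share nearer to the own group had a median of 91.8% and a lowest value of 59.1%. The first form of this test asked only whether that share, 51.3%, was above 50%, which would have argued against a wheat straw culture; it was replaced after its result was seen. A wheat straw culture would lie near wheat straw for most of these genes, and a typical xylan-galactomannan culture near its own group, and the value lies between. A wrong label, a mixed sample and a culture that differed for a biological reason cannot be told apart from this one library, and the values for xylan-galactomannan given here include it, except where they are given with it left out.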

How the results depend on the processing

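Counts halved, the settings for the genes above every carbon source on xylan-galactomannan, the percentile among genes on the map, and SOM nodes limited to the range of the 100 MBCluster means or drawn to match MBCluster means were tests chosen after the data were seen; the other alternatives were set before.

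Of the alternatives for 57 counts, means and coefficients, 644 values stayed on the same side and within the spread or 1.5 times the count, 43 moved beyond it, 1 lost its threshold and 1 changed sign. For genes picked by the rule set beforehand, 145 comparisons were repeated: those of the paper's named genes on the plant substrates with maltose, of the largest rises and falls, of nodes 14 and 220 between Avicel and the plant substrates, and of the genes most distinct on xylan-galactomannan. Other comparisons of single genes in the text, such as those of 1370768, are not in this tally. The call was the same in 2089 cases, lost in 76 (51 with Bonferroni adjustment and 25 in other settings) and gained in 4; 55 comparisons had a changed call. No called direction was reversed. Comparisons that were not called changed sign with a library left out for 1464049 on pine against maltose (0.30; -0.10 without pine replicate 3), 1439328 on Avicel against pine (0.36; -0.01 without pine replicate 3), 1439328 on Avicel against wheat straw (0.09; -0.10 without Avicel replicate 3 and -0.33 without wheat straw replicate 1) and 1392142 on Avicel against aspen (-0.14; 0.12 without Avicel replicate 1 and 0.15 without aspen replicate 3).

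Bonferroni adjustment, a stricter limit by its construction and named beside FDR in the paper's methods, left 921 genes higher and 522 lower on aspen than on maltose, 1072 and 842 on pine, 756 and 571 on wheat straw, 587 and 577 on Avicel and 944 and 548 on xylan-galactomannan. It left 507 genes higher on all 3 plant substrates and 17 higher on xylan-galactomannan than on every other carbon source. In the lists of Supplementary Data S2, 59 aspen and 49 wheat straw genes remained higher than on Avicel, and 6 of the genes unique to aspen, 7 of those unique to pine and 2 of those unique to wheat straw (1434417 and 1448471) remained higher than on both other plant substrates. Of the genes of Supplementary Table S2, it left 2 higher on Avicel than on aspen (1466845 and 1470072), 8 than on pine and 6 than on wheat straw.

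With the replicate block, 2159 genes were higher on aspen than on maltose, and with counts halved 2122, against 2170.

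For the rebuilt map, 32000 presentations of single genes left 8 nodes specific to aspen and 5 to wheat straw, and an adjusted Rand index of 0.335 between maps. TMM log2 CPM gave 157 aspen genes. The wheat straw genes were 94 with 32000 presentations of all genes, 80 with the linear start and 80 with seed 3. Nodes with 5 genes or fewer, 7 in the main map, numbered 3 with seed 2, 3 with seed 3, 3 with seed 5, 0 with 160 units and 31 with 640 units, where the number of genes per node changes by construction. Otherwise the cause was not tested.

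The coefficient over SOM nodes, 0.545, was 0.203 within the range of the 100 MBCluster means, and 0.238 and 0.183 over nodes drawn to match the means of the 320 and the 100 clusters. Over clusters with a mean above 10 log2, the coefficient for 320 MBCluster clusters changed sign to -0.0092 and that for 100 clusters fell to 0.0177, without a p under 0.05; fewer clusters, 67 and 14, remain there, and the cause was not tested. The mean over the complete MBCluster clusters was 8.85 as the log2 of the replicate mean against 8.79. Node 35 on aspen was 12.85 log2 with TMM log2 CPM, against 12.89 with an SD of 0.03 over libraries. The percentile of 12 log2 was 87.3 on aspen alone, 86.4 on pine alone and 87.4 among genes on the map; the cause was not tested.

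Leaving out each library in turn, the wheat straw genes above both other plant substrates numbered 4 to 10, with 5 without aspen replicate 1, 4 without wheat straw replicate 2 (1422935, 1434060, 1434417 and 1448471) and 5 without wheat straw replicate 3 (1341535, 1422935, 1434060, 1434417 and 1448471, the same as without aspen replicate 1), named because they are few. Genes above every carbon source on xylan-galactomannan numbered 104, without its replicate 2, to 319, without its replicate 3. The rebuilt wheat straw genes numbered 93, without pine replicate 1, to 168. In the nodes that the paper links with pine, 17 genes were up-regulated on wheat straw in the main fit. They numbered 12 without wheat straw replicate 1 and 26 without wheat straw replicate 2. Counts within such sets of nodes were not part of the tally above. Every other count of the tally stayed within 1.5 times its value, for instance 2080 to 2207 genes higher on aspen than on maltose.

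Depth was at least 26370228 counts in each library and limits genes near the floor in a group, where a fold change rests on few counts. The gene 448186 had 6 counts over 3 maltose libraries. Its log2 fold change on aspen was between 9.69, with the fold change prior, and 11.97, with a library left out. The gene 1387527 was at 0 log2 in pine replicates 2 and 3. Its log2 fold change on pine was between -16.34, with a library left out, and -4.96.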

Differences from the paper's values

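None of the tests in this part was chosen after the result was seen.

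On the rebuilt map, 242 genes were specific to aspen and up-regulated, where the paper's value is 121. The main map did not follow the paper's number of iterations, and the alternatives with 32000 presentations do, read as single genes or as all genes. Of the alternatives set before the data were examined, TMM log2 CPM (157) and the linear start (173) came within 1.5 times of the paper's value. The others did not, with 185 to 251 over the other seeds and 192 to 281 with a library left out, 202 with 15 libraries as input, 200 with 32000 presentations of all genes and 210 with 32000 presentations of single genes. The nodes specific to wheat straw numbered 10, where the paper's value is 16. Training with 32000 presentations of all genes (13), TMM log2 CPM (13), and leaving out Avicel replicate 3 (11), pine replicate 2 (11), wheat straw replicate 1 (12) or wheat straw replicate 2 (11) came within 1.5 times of it. The other seeds (8 to 10), the linear start (7), 15 libraries as input (9), 32000 presentations of single genes (5) and the other libraries left out did not.

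For 4 genes, log2 fold changes in comparison to maltose were larger than the paper's, for 3 of them by more than the standard error and for 1435885 by the standard error itself. The gene 1435501 had 6.76 on aspen against the paper's 5.02, 8.23 on pine against the paper's 6.26 and 6.63 on wheat straw against the paper's 4.9. The gene 1435885 had 6.36 on aspen against the paper's 5.46, a gap of the size of its standard error of 0.90 to the digits that the paper prints, so this pair carries no weight. The gene 1436321 had 6.98 on aspen against the paper's 6.26, 7.27 on pine against the paper's 6.52 and 7.59 on wheat straw against the paper's 6.8. The gene 1438837 had 9.30 on aspen against the paper's 8.23, 8.23 on pine against the paper's 7.25 and 9.33 on wheat straw against the paper's 8.23. Of the alternatives set before the data were examined, DESeq2 with its fold change prior came within the error of the paper's value in each of these cases, with 4.95, 6.19 and 4.83 for 1435501, 5.28 for 1435885, 6.23, 6.50 and 6.77 for 1436321 and 8.24, 7.26 and 8.24 for 1438837. For 1435885 on aspen, RLE factors (6.35), DESeq2 without the prior (6.36) and only the groups compared (6.36) did so too, by less than these digits show. For 1436321 on pine, only the groups compared (7.22) and the replicate block (7.22) did. Leaving out a library closed the gap for 1435501 on wheat straw (5.73 without wheat straw replicate 2), 1435885 on aspen (6.27 without maltose replicate 1, 6.27 without maltose replicate 2, 6.32 without aspen replicate 1, 6.10 without aspen replicate 3), 1436321 on aspen (6.82 without maltose replicate 1, 6.78 without maltose replicate 2, 6.59 without aspen replicate 2), 1436321 on pine (7.11 without maltose replicate 1, 7.07 without maltose replicate 2, 7.13 without pine replicate 2, 6.59 without pine replicate 3), 1436321 on wheat straw (7.42 without maltose replicate 1, 7.38 without maltose replicate 2, 7.21 without wheat straw replicate 1), 1438837 on aspen (9.00 without maltose replicate 1), 1438837 on pine (7.92 without maltose replicate 1, 7.83 without pine replicate 3) and 1438837 on wheat straw (9.03 without maltose replicate 1, 8.68 without wheat straw replicate 1); it closed it for 1435501 on neither aspen nor pine. No low-count filter, all 18 libraries and Bonferroni adjustment closed none of them. The paper's methods name DESeq2 and do not mention the prior.

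The paper's Table 1 prints 67% of predicted secreted proteins as detected on wheat straw, whereas the counts of the same table, 16 of 34, make 47.1%; for aspen and pine the counts give 44.9 and 41.4%, next to the paper's 45% and 41%.

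The paper describes read counts over 12 log2 as lying approximately above the 75th percentile of all genes. Here 12 log2 lay at percentile 88.9, with the 75th percentile at 10.76 log2. The values differ only if the paper means that 12 log2 is itself near the 75th percentile. The lowest value was 85.5, in a single library; of the nodes of Supplementary Data S1, 85.9% had a mean below 12 log2.

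The paper reports non-secreted proteins with up-regulation specific to pine from nodes 94, 113, 114, 133 and 197. It does not say whether all genes of these nodes are meant. Its selection took nodes above 12 log2 on a substrate and tested their genes against maltose, not between plant substrates. Of the 73 genes listed there, 65 have no signal peptide. All 73 were up-regulated on pine in comparison to maltose, 40 on aspen and 17 on wheat straw. The wheat straw count was 12 without wheat straw replicate 1 and 26 without wheat straw replicate 2. Of the 73 genes, 18 were higher on pine than on both other plant substrates. With Bonferroni adjustment, which the paper's methods name, 39 were up-regulated on pine, 11 on aspen and 5 on wheat straw, and 3 were higher on pine than on both others. The paper links 3 cytochrome P450 genes with pine. The gene 1439874 was higher on pine than on aspen (1.64, no overlap of libraries) and wheat straw (1.39, with overlap). Its call against wheat straw was lost without pine replicate 3. The genes 1436381 and 1521754 were up-regulated on all 3 plant substrates. Their differences between pine and aspen, 0.35 and 0.64, were not past the limits. With Bonferroni adjustment, the pine call of 1439874, its differences between pine and the other plant substrates and all 3 calls of 1521754 were lost, while 1436381 was still called on all 3.

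The paper gives wheat straw and aspen as the substrates that regulate the glyoxal oxidase gene 1480943. Both were called here, and so was pine, with a log2 fold change of 3.54 in comparison to maltose. Of the alternatives set before the data were examined, Bonferroni adjustment, which the paper's methods name, removed the pine call. It kept those on aspen and wheat straw, as in the paper, and the others kept all 3. The paper also selected nodes above 12 log2 on a substrate before it tested genes. The listed genes of node 74 had a median of 12.8 log2 on aspen, 12.3 on wheat straw and 11.1 on pine. The node limit can therefore leave out pine too, and the adjustment need not be the reason.

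The paper gives the correlation over 100 MBCluster clusters a p below the limit it uses for its other coefficients. Here the permutation p was 0.00215, while the coefficient itself was 0.306 beside the paper's 0.31.

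The paper describes nodes with few or no genes below its target number of genes per node. Nodes with few genes were found at 640 units, and 0 nodes without a gene.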

Other observations

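In this part, the tests of less maltose in the medium, those over SOM nodes drawn to match the MBCluster means or limited to the range of the 100 clusters, the spread of the difference within the range of the 320 and the alternative with counts halved are tests chosen after the result was seen; the drawn splits were redrawn once after a first drawing was seen.

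Genes up-regulated on all 3 plant substrates in comparison to maltose numbered 1282. Of these, 770 were also up-regulated on Avicel, 972 on xylan-galactomannan (whose replicate 3 carries a conflicting label), 634 on both and 174 on neither. The log2 fold changes on the plant substrates correlated across genes with r between 0.814 and 0.865 (genes are not independent replicates). The 3 comparisons share the same maltose libraries, which raises such overlaps and correlations. In 20 draws of unchanged groups set against shared controls, the median r of a draw was between 0.491 and 0.512. The largest number of shared calls was 0, and no single comparison had a gene called higher, so none could be shared. The chance spread of shared maltose libraries is thus argued against as the source of the shared calls. The draws cannot speak to a real state particular to these maltose cultures. Among 100 drawn splits of these 12 libraries, a first drawing gave 2 with as many genes, the real one included. The other kept the maltose libraries together, regrouped the plant libraries and gave 1500 genes, more than the real split. The drawing that replaced it gave 1, the real one. Apart from the split with 1500 genes, the drawn ones put plant libraries into the maltose group. Either share therefore argues only against maltose and plant libraries being alike, and does not bear on how the plant libraries are grouped.

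By the sample labels, the maltose cultures had 20 g/l of maltose and all others 2.5 g/l. Less maltose in the medium may raise these genes on every other carbon source. Avicel and the plant substrates were given the same maltose, and 431 of the 1282 genes were higher on each plant substrate than on Avicel past the limits (376 to 462 with a library left out, 84 with Bonferroni adjustment), while 41 were lower on each. For these 431, less maltose is argued against as the whole cause. Of the other 851, 646 were also up-regulated on Avicel, 512 on both Avicel and xylan-galactomannan and 92 on neither. For these 851, less maltose and an effect of the substrates cannot be told apart, because no culture had a plant substrate with as much maltose as the maltose cultures, and genes that miss the limits may still have risen. The maltose left on day 3 is not in the sample labels. Of the 1282, a log2 change of 0 or below was found for 145 on Avicel and for 76 on xylan-galactomannan. This is the third form of the test, and the second and the third were set after the earlier results had been seen. The first took the share up-regulated on both, 49.5%, as an argument against the explanation. The second counted genes lower than on maltose on Avicel or xylan-galactomannan, 32, and left the explanation open for all genes; few genes could fall in it, so it decided nothing.

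In every comparison of 3 libraries with 3, the real split alone gave as many genes, 1 of 10, and since the smallest share is 0.1, chance cannot be excluded by splits. This covers the comparisons with maltose, those of the lists of Supplementary Data S2 with maltose and Avicel, and those of Supplementary Table S2 between Avicel and the plant substrates. For genes listed as unique to aspen, pine and wheat straw, 1, 2 and 1 of 100 drawn splits of the 9 plant libraries, the real one included, gave as many genes above both other plant substrates. These lists were chosen by the paper on the same libraries, so these splits decide nothing.

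The higher correlation of transcription with secreted proteins over SOM nodes than over MBCluster clusters may come from the wider range of the node means. Within the range of the 320 MBCluster means, the test set beforehand, the coefficient over SOM nodes was 0.394, above 0.236 and 0.306 for the MBCluster clusters. The difference from the 320 clusters, 0.157, had a 95% interval of 0.0206 to 0.293, and that from the 100 clusters, 0.0877, one of -0.106 to 0.295. The node means in that range still had an SD of 2.11 log2 against 1.26 for the 320 clusters. Within the range of the 100 clusters, the coefficient over SOM nodes was 0.203. With SOM nodes drawn so that their means were distributed as those of the clusters, the coefficient was 0.238 on average for the 320 clusters, with a 95% interval of the difference of -0.137 to 0.144, and 0.183 for the 100 clusters, with -0.366 to 0.133. Over all nodes it was 0.545. For the 320 clusters, the test set beforehand went against the range as the whole cause and the matched draws, chosen afterwards, did not, so both the range and an advantage of SOM itself stay open. For the 100 clusters, no advantage of SOM was left beyond its spread in any of these tests, and the range stays a possible cause. The wide spread of levels inside an MBCluster cluster, which may narrow the cluster means, was not tested as a cause.

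Even counts outnumber odd counts at low values in each library. A candidate explanation is that both ends of a read pair were counted separately. It predicts a higher share of even values in long gene models, and the share in the longest gene models exceeded that in the shortest by 8.65 percentage points on average over 18 libraries. The difference per library ranged from -1.14 to 21.9, and gene model lengths hold no record of the counting, so the explanation stays open. No biological explanation was tested. With counts halved, the numbers of called genes stayed within 1.5 times, for instance 2122 genes higher on aspen than on maltose.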
